# Transcriptional regulatory network controlling the ontogeny of hematopoietic stem cells

**DOI:** 10.1101/gad.338202.120

**Published:** 2020-07-01

**Authors:** Peng Gao, Changya Chen, Elizabeth D. Howell, Yan Li, Joanna Tober, Yasin Uzun, Bing He, Long Gao, Qin Zhu, Arndt F. Siekmann, Nancy A. Speck, Kai Tan

**Keywords:** HSC, embryonic hematopoiesis, enhancer, epigenetics, hemogenic endothelium, regulatory network

## Abstract

Hematopoietic stem cell (HSC) ontogeny is accompanied by dynamic changes in gene regulatory networks. We performed RNA-seq and histone mark ChIP-seq to define the transcriptomes and epigenomes of cells representing key developmental stages of HSC ontogeny in mice. The five populations analyzed were embryonic day 10.5 (E10.5) endothelium and hemogenic endothelium from the major arteries, an enriched population of prehematopoietic stem cells (pre-HSCs), fetal liver HSCs, and adult bone marrow HSCs. Using epigenetic signatures, we identified enhancers for each developmental stage. Only 12% of enhancers are primed, and 78% are active, suggesting the vast majority of enhancers are established de novo without prior priming in earlier stages. We constructed developmental stage-specific transcriptional regulatory networks by linking enhancers and predicted bound transcription factors to their target promoters using a novel computational algorithm, target inference via physical connection (TIPC). TIPC predicted known transcriptional regulators for the endothelial-to-hematopoietic transition, validating our overall approach, and identified putative novel transcription factors, including the broadly expressed transcription factors SP3 and MAZ. Finally, we validated a role for SP3 and MAZ in the formation of hemogenic endothelium. Our data and computational analyses provide a useful resource for uncovering regulators of HSC formation.

## Abstract (precis)

In this study from Gao et al., the authors performed RNA-seq and histone mark ChIP-seq to define the transcriptomes and epigenomes of cells representing key developmental stages of HSC ontogeny in mice. Using a novel computational algorithm, target inference via physical connection (TIPC), they constructed developmental stage-specific transcriptional regulatory networks by linking enhancers and predicted bound transcription factors to their target promoters, thus providing a useful resource for uncovering regulators of HSC formation.

Hematopoietic stem and progenitor cells (HSPCs) differentiate from a small population of endothelial cells in the embryo called hemogenic endothelium (HE) (Slukvin and Uenishi 2019). The process of HSPC formation from HE involves an endothelial to hematopoietic transition (EHT), in which flat HE cells in a monolayer transition to rounded cells that detach from the endothelial layer and enter circulation (Slukvin and Uenishi 2019). HE is found at multiple anatomic sites in the embryo including the yolk sac and major caudal arteries (vitelline and umbilical arteries, and dorsal aorta in the aorta–gonad–mesonephros (AGM) region) (North et al. 1999). HE cells are most abundant in the major arteries at E9.5, undergo EHT between E9.5 and E12.5 (North et al. 1999; Yokomizo and Dzierzak 2010), and differentiate into HSPCs via an intermediate step in which the HSPCs briefly accumulate in clusters attached to the arterial lumen that are released into the circulation to colonize the fetal liver (FL).

Although the intra-arterial hematopoietic clusters (IACs) contain hundreds of HSPCs, only one to three of them are functional adult-repopulating HSCs (Kumaravelu et al. 2002; Yokomizo and Dzierzak 2010). IACs in mouse embryos also contain between ∼150 and ∼600 precursors of HSCs (pre-HSCs) that mature into HSCs either within or prior to colonizing the FL (Rybtsov et al. 2016; Ganuza et al. 2017). FL HSCs ultimately colonize the bone marrow (BM) where they mature into adult BM HSCs (Bowie et al. 2007). In summary, the following four populations represent a continuum of HSC ontogeny: HE > pre-HSCs > FL HSCs > BM HSCs.

Global epigenetic profiling has provided important insights into the molecules and mechanisms that regulate HSPC formation from HE. Most epigenetic studies of HSPC formation have been performed on cells generated ex vivo from mouse and human embryonic stem (ES) cells. For example, chromatin analyses combined with ChIP-seq determination of transcription factor (TF) occupancy were used to define the chromatin landscape and predict transcriptional regulatory networks (TRNs) at each step of the differentiation process from ES cells to adherent macrophages (Goode et al. 2016). This comprehensive study identified potential regulators of specific steps in the developmental trajectory that were validated in functional assays. However, ES cell cultures are thought to model yolk sac HE and HSPC formation (Vanhee et al. 2015), whereas BM HSCs are derived from the major arteries in the embryo from a distinct population of HE (Slukvin and Uenishi 2019). Little is known about the dynamics of the epigenome during HSC formation from the major arteries since many of the early precursors are extremely rare, precluding the application of most ChIP-seq protocols. There are good reasons to expect that HSPC formation in the yolk sac and major arteries will involve overlapping but distinct TRNs. It is known, for example, that HSPC formation from the major arteries requires Notch signaling and the TF MYB, whereas HSPC formation in the yolk sac requires neither (Hadland et al. 2004; Tober et al. 2008). Our previous bulk RNA-seq comparison of arterial and yolk sac HE revealed ∼2000 differentially expressed genes (DEGs) (Gao et al. 2018). We predict that distinct requirements for HSPC formation from arterial endothelium are layered on top of a canonical EHT pathway that is required in all endothelial cells.

Here we analyze the transcriptomes, and with a low cell number ChIP-seq protocol to profile the genomic locations of four histone-modification marks over the course of HSC ontogeny from HE to BM HSCs. We used a novel algorithm for predicting TRNs that we call target inference via physical connection (TIPC) to identify TFs operational at discrete stages of HSC formation, and demonstrate the importance of two broadly expressed TFs predicted by TIPC, SP3 and MAZ, in regulating the number of HE cells.

## Results

### Purification and characterization of cell populations

We profiled four populations of cells spanning the continuum from HE to BM-HSCs (Fig. 1). These include HE from the major arteries (dorsal aorta, umbilical, and vitelline) of E10.5 embryos, which we separated from non-HE endothelial cells (Endo) based on expression of green fluorescent protein (GFP) from the endogenous *Runx1* locus (Supplemental Fig. S1A; Lorsbach et al. 2004). We also collected GFP^−^ Endo cells for comparison. We previously showed, using the same markers, that one in 43 HE cells and one in seven Endo cells form endothelial tubes in culture (Gao et al. 2018), similar to the relative frequencies previously reported by Swiers et al. (2013), demonstrating their functional endothelial properties. On the other hand, only HE cells (one in 42) could differentiate into CD45^+^ hematopoietic cells in culture (compared with 1:20,000 Endo cells), confirming separation of functional HE and Endo (Gao et al. 2018). We also purified pre-HSCs, which cannot directly engraft adult recipients, but mature into adult-repopulating HSCs (Supplemental Fig. S1B; Ivanovs et al. 2011). All HSCs and pre-HSCs in the major arteries express a transgene from which GFP is expressed from the *Ly6a* (Sca1) regulatory sequences (de Bruijn et al. 2002; Tober et al. 2018). Only ∼15% of IAC cells are Ly6a:GFP^+^; therefore, by sorting GFP^+^ IAC cells from Ly6a:GFP transgenic mice we could enrich for pre-HSCs and HSCs. We refer to this population as pre-HSCs, because the pre-HSCs greatly outnumber the HSCs. Finally, we purified E14.5 FL HSCs and adult BM HSCs (Supplemental Fig. S1C,D). 

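Transcripts of the proteins used for sorting differed between the populations. Slamf1, which encodes CD150, was at 14.9 ± 2.69 (SD, n = 2) FPKM in FL HSCs and 30.6 ± 1.73 (SD, n = 2) in BM HSCs, against 0.36, 0.636 and 0.959 in the 3 pre-HSC libraries. Cd48 encodes a surface protein that the FL HSC sort excludes, and for the BM HSC sort the paper's methods exclude CD48 and CD135 where its Supplemental Table S1 gives CD34. Cd48 was at 35.9 and 16.6 FPKM in the FL libraries and 5.01 and 7.72 in the BM libraries. Flt3, which encodes CD135, was at 20.1 ± 4.61 (SD, n = 2) in FL HSCs and 12 ± 1.8 (SD, n = 2) in BM HSCs. Kit, the stem cell factor receptor, rose from HE to pre-HSCs with a log2 fold change of 1.76 (SE 0.17, limma's adjusted p = 0.000204), and it was at 9.17 ± 2.29 (SD, n = 2) FPKM in Endo and 9.82 ± 1.45 (SD, n = 2) in HE, which were sorted as Kit negative and Kit low or negative. Ly6a (Sca-1), the source of the reporter in the pre-HSC sort, rose in the same transition with a log2 fold change of 2.41 (SE 0.37, limma's adjusted p = 0.00198). Itga2b, which encodes CD41, was at 163 and 147 FPKM in the BM libraries. The endothelial genes Pecam1 (CD31), Cdh5 (CD144) and Esam were at 269.9 ± 14.3 (SD, n = 3), 457 ± 29.6 (SD, n = 3) and 175 ± 10.4 (SD, n = 3) FPKM in pre-HSCs and at 17.8 ± 3.38 (SD, n = 2), 7.97 ± 4.52 (SD, n = 2) and 44.4 ± 6 (SD, n = 2) in FL HSCs. The log2 fold changes of Pecam1, Cdh5 and Esam into FL HSCs were -3.86, -5.77 and -1.96, with adjusted p values from limma of 2.97e-08, 1.49e-07 and 2.58e-06. Their proteins were required in the pre-HSC sort and not in the FL HSC sort, so these falls may follow the gates in part.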

On average, we used 83,157 and 21,223 purified cells from each population for RNA-seq and ChIP-seq assays, respectively (Supplemental Tables S1, S2).

**Figure 1.**
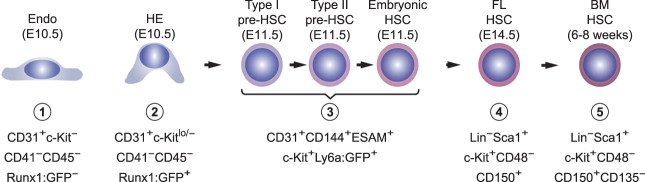
Purification of cells representing four stages of HSC ontogeny (Endo). Surface marker phenotypes of the cell populations purified. Representative sort plots are presented in Supplemental Figure S1, and functional characterization of the cells in Gao et al. (2018).

### Transcriptome dynamics during HSC ontology

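RNA-seq was available for 11 libraries from 5 sorted mouse populations, with 2 libraries each of Endo, HE, FL HSCs and BM HSCs and 3 of pre-HSCs. Endo are CD31-positive endothelial cells without the Runx1:GFP reporter, Kit, CD45 and CD41, and HE are the CD31-positive cells that carry the reporter, both from E10.5 embryos. Pre-HSCs were sorted on CD31, CD144, ESAM, Kit and Ly6a:GFP, at E11.5 in the paper and E10.5 in the sample labels. FL HSCs came from E14.5 fetal liver and BM HSCs from mice 6 to 8 weeks old. The sample labels name B6129SF1 as the strain of all libraries, while the paper gives Runx1 reporter embryos for Endo and HE, Ly6a:GFP embryos for pre-HSCs, offspring of B6C3F1 and B6129SF1 mice for FL HSCs and mice of both these strains for BM HSCs. By the paper strain thus differs along with population, and its part in a difference was not tested. The authors aligned the reads to mm9 with TopHat, kept uniquely mapped reads and counted them over Ensembl genes, and the submitters' processing notes also name Cufflinks. They deposited FPKM values (fragments per kilobase of transcript, relative to the mapped reads of the library) for each library and gene, not counts, so the depth behind a value is unknown and no counting interval can be given. FPKM summed to 789161 and 645078 in the Endo libraries, 693418 and 628205 in HE, 569851, 583975 and 610013 in pre-HSCs, 751594 and 648708 in FL HSCs and 622615 and 653806 in BM HSCs. From there, log2(FPKM + 1) was tested with limma (lmFit, and eBayes with a trend) over all 11 libraries, for 14708 genes with a FPKM of at least 1 in at least 2 libraries. A gene was called when the moderated F test over the populations gave an adjusted p under 0.01 and the pairwise contrast gave an adjusted p under 0.05 with at least a 2-fold change. SE stands for the standard error of a log2 fold change. The pseudocount of 1 makes fold changes of genes at low FPKM smaller than the ratio of their means. Gene lists fixed in advance were tested with camera in limma at a preset correlation between genes of 0.01, adjusted over 28 lists and 4 transitions, and each list's p with an estimated correlation is given beside it. An exact 0 in the table can be a failed estimate, since Prpf8, a core splicing factor that every cell uses, is listed at 0 in pre-HSC replicate 3 and at 54.1 and 52.3 FPKM in the other two, so genes at 0 are given as listed at 0. Gene positions are those of NCBIM37 (mm9). A fit of only the libraries of both populations called no gene between Endo and HE or between FL and BM HSCs.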

To identify changes in transcriptomes during HSC ontogeny, we performed RNA-seq using biological replicates of sorted cells at four developmental stages (HE, pre-HSC, FL HSC, and BM HSC) plus Endo (Supplemental Fig. S2). 

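A mean FPKM of at least 1 was reached by 12167 genes in Endo, 12714 in HE, 13029 in pre-HSCs, 12210 in FL HSCs and 12435 in BM HSCs, an average of 12511. Between libraries of a population, the number of genes at that level had a pooled SD of 204. In at least 1 of the 4 transitions, 5153 of the 14708 tested genes were called by limma. Of these genes, 497 were highest in Endo, 980 in HE, 1122 in pre-HSCs, 1057 in FL HSCs and 1497 in BM HSCs. All 20 tested genes of the MHC class I and antigen presentation list, which displays peptides to T cells, were called and were highest in BM HSCs. All 14 called mural and mesenchymal genes were highest in HE, and so were 12 of the 15 called contractile genes. Of 22 pan-endothelial genes, 11 were highest in Endo and 11 in pre-HSCs. Of 19 called ribosome biogenesis genes, 18 were highest in FL HSCs. Of 15 called megakaryocyte and platelet genes, 11 were highest in BM HSCs. At a FPKM threshold of 0.5 the average number of genes was 13734, at 2 it was 11242, and with every library of a population at or above 1 it was 11794.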

We detected an average of 12,511 expressed genes at a FPKM threshold of one in each population, and 5025 differentially expressed genes between two adjacent developmental stages (Fig. 2A; Supplemental Table S3). Using the short-time series expression miner (STEM) algorithm (Ernst et al. 2005), we identified sixteen expression clusters among the 5025 genes with greater than or equal to twofold changes between two adjacent developmental stages (Fig. 2B). The expression clusters are further categorized into six groups based on their expression dynamics across developmental stages. 

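The 20 genes shown in Fig. 2B for clusters 1 to 4 had their highest mean FPKM in FL HSCs (8 genes) or BM HSCs (12 genes). Limma called 16 of the 20 in at least 1 transition, with 7 rises from HE to pre-HSCs, 10 from pre-HSCs to FL HSCs and 7 from FL to BM HSCs and no fall in those transitions. These genes were chosen in the paper on the same libraries, so their direction is not independent evidence. Meis1, a homeobox factor of HSC self-renewal on chromosome 11 from 18780433 to 18918961, was at 10.6 ± 3.91 (SD, n = 2) FPKM in Endo, 29.5 ± 2.66 (SD, n = 3) in pre-HSCs, 71 ± 20.0 (SD, n = 2) in FL HSCs and 175 ± 3.16 (SD, n = 2) in BM HSCs. It rose in each of the last 2 transitions, with a log2 fold change of 1.22 (SE 0.23, limma's adjusted p = 0.00158) and a log2 fold change of 1.31 (SE 0.25, limma's adjusted p = 0.0055). Inpp5d, which encodes the lipid phosphatase SHIP1 of blood cells, reached 111 ± 3.39 (SD, n = 2) FPKM in BM HSCs from 16.5 ± 1.42 (SD, n = 2) in Endo. Bcl2, an inhibitor of apoptosis, rose only in the last transition among the 4, with a log2 fold change of 1.96 (SE 0.29, limma's adjusted p = 0.00178). Of 16 called hematopoietic transcription factors, 6 were highest in FL HSCs and 10 in BM HSCs. Of 20 called genes of the HSC-enriched list, 9 were highest in BM HSCs and 2 in FL HSCs. The first of the 2 Meis1 rises was under the 2-fold limit without FL replicate 2, at 0.93, and with FPKM scaled to equal totals, at 0.98.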

Group 1 genes (clusters 1–4) gradually increase in expression over HSC ontogeny, with peak levels in FL and/or BM HSCs, and are enriched for Gene Ontology (GO) terms associated with HSCs (Supplemental Fig. S3A). 

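Of the 13 genes shown in Fig. 2B for clusters 5 and 6, 6 had their highest mean FPKM in Endo and 7 in pre-HSCs. From pre-HSCs to FL HSCs 8 of the 13 fell, and the other 5, Smarce1, Ube2z, Med31, Dapk3 and Abi3, were called by limma in no transition. The genes were chosen in the paper on these libraries. Ctgf, which encodes a matricellular growth factor, was at 17.3 ± 1.47 (SD, n = 2) FPKM in Endo and 21.9 ± 4.06 (SD, n = 3) in pre-HSCs and at 0.092 and 0.0983 in the FL libraries, a log2 fold change of -4.37 (SE 0.18, limma's adjusted p = 9.84e-08). Kitl, which encodes stem cell factor, was at 17.5 ± 0.0287 (SD, n = 2) FPKM in Endo, 12.1 ± 3.44 (SD, n = 2) in HE, 18.7 ± 4.92 (SD, n = 3) in pre-HSCs and 0.39 ± 0.469 (SD, n = 2) in FL HSCs. Ramp3, a partner of the adrenomedullin receptor on endothelium, fell from HE to pre-HSCs with a log2 fold change of -1.73 (SE 0.19, limma's adjusted p = 0.000332) and then to FL HSCs with a log2 fold change of -2.53 (SE 0.19, limma's adjusted p = 3.69e-06).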

Group 2 genes (clusters 5–6) are enriched for endothelial cell migration and motility. Genes that peak in HE (group 3; cluster 7) are enriched for inflammatory genes. 

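Of the 5 genes of cluster 7 shown in Fig. 2B, Sulf1, Pax3, Col3a1 and Cxcr7 had their highest mean FPKM in HE, and Fn1 in pre-HSCs. Col3a1, a fibrillar collagen, was at 32.8 and 102 FPKM in the 2 Endo libraries, 185 and 251 in HE and 129, 57.6 and 75.1 in pre-HSCs, and it fell from HE to pre-HSCs with a log2 fold change of -1.38 (SE 0.44, limma's adjusted p = 0.0437). Fn1, which encodes fibronectin, was at 133 ± 19 (SD, n = 2) FPKM in HE and 146 ± 12.3 (SD, n = 3) in pre-HSCs. Pax3, a factor of somites and neural crest, fell from HE to pre-HSCs with a log2 fold change of -1.42 (SE 0.22, limma's adjusted p = 0.00196). None of the 26 called genes of the inflammatory and interferon response list was highest in HE, and limma called none of its 34 tested members between Endo and HE, where 0 were higher and 0 lower at an unadjusted p under 0.05 with at least a 2-fold change. Genes of mural cells, epithelium and extracellular matrix had their peaks there, with 14 of 14, 12 of 14 and 12 of 23 called members. The 5 genes were chosen in the paper on these libraries. The Col3a1 call ended without either HE library, pre-HSC replicate 2 or 3, or any 1 of the FL or BM libraries (adjusted p = 0.0514 to 0.179). It also ended with a pseudocount of 0.1, no filter, other scaling, the replicate number as a block or an adjusted p under 0.01.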

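Of the 17 genes of clusters 8 to 10 shown in Fig. 2B, 15 had their highest mean FPKM in pre-HSCs and 2, Nuf2 and Ccnb1, in HE. From HE to pre-HSCs 5 of them rose and none fell, and from pre-HSCs to FL HSCs 10 fell and none rose. The genes were chosen in the paper on these libraries. Socs3, a feedback inhibitor of cytokine signaling on chromosome 11 from 117827393 to 117831361, was at 5.59 ± 0.433 (SD, n = 2) FPKM in HE, 51.6 ± 6.69 (SD, n = 3) in pre-HSCs and 1.48 ± 0.488 (SD, n = 2) in FL HSCs, with a log2 fold change of 2.99 (SE 0.36, limma's adjusted p = 0.000593). Hif1a, the oxygen-regulated factor, was at 23.3 ± 4.21 (SD, n = 2) FPKM in HE and 35.3 ± 3.52 (SD, n = 3) in pre-HSCs, below the call at an adjusted p of 0.0562 from limma, and fell into FL HSCs with a log2 fold change of -1.18 (SE 0.20, limma's adjusted p = 0.00093). Ccnb1, the mitotic cyclin B1, was at 88.9 ± 4.17 (SD, n = 2) FPKM in HE and 63.4 ± 2.9 (SD, n = 3) in pre-HSCs. Nuf2, a kinetochore protein, was at 31 ± 1.9 (SD, n = 2) and 29.6 ± 2.69 (SD, n = 3) FPKM in HE and pre-HSCs and was called in no transition. Of 26 called inflammatory and interferon response genes, 15 were highest in pre-HSCs and 9 in BM HSCs. Of 19 called genes of the cell cycle list, none was highest in pre-HSCs, 9 were highest in HE and 9 in FL HSCs. Of 18 called macrophage and granulocyte genes, 10 were highest in pre-HSCs. Without FL replicate 1 the fall of Hif1a was under the 2-fold limit, at -0.86.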

Genes that peak in pre-HSCs (group 4; clusters 8–10) are enriched for inflammatory response and regulation of cell cycle. 

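All 18 genes of clusters 11 to 13 shown in Fig. 2B had their highest mean FPKM in FL HSCs. From pre-HSCs to FL HSCs 11 rose, and from FL to BM HSCs 5 fell. These genes were chosen in the paper on the same libraries. Cdc6, which loads the replicative helicase on DNA, was at 14.5 ± 0.897 (SD, n = 3) FPKM in pre-HSCs, 36.4 ± 2.34 (SD, n = 2) in FL HSCs and 13.3 ± 0.227 (SD, n = 2) in BM HSCs, and it rose with a log2 fold change of 1.27 (SE 0.13, limma's adjusted p = 2.8e-05) and then fell with a log2 fold change of -1.38 (SE 0.14, limma's adjusted p = 0.000218). Pa2g4, a nucleolar growth regulator, rose into FL HSCs with a log2 fold change of 1.15 (SE 0.14, limma's adjusted p = 0.000137). Pfas, an enzyme of purine synthesis, rose with a log2 fold change of 1.28 (SE 0.24, limma's adjusted p = 0.0017). Mcm3, a helicase subunit, was at 180.2 ± 24.5 (SD, n = 2) FPKM in FL HSCs and 103 ± 4.05 (SD, n = 3) in pre-HSCs, which is under the 2-fold limit, as was Rrm1, a subunit of ribonucleotide reductase, at 99.2 ± 1.33 (SD, n = 2) and 66.2 ± 1.91 (SD, n = 3). Ikzf1, a lymphoid transcription factor, reached 151 ± 34.9 (SD, n = 2) FPKM in FL HSCs. Without FL replicate 1 the change of Pa2g4 was 0.98, under the 2-fold limit, and Pfas missed the F test without FL replicate 1 or 2, at 1.30 and 1.26. Pa2g4 was also under that limit with quantile normalization, at 0.93, and with FPKM scaled to equal totals, at 0.90. Pfas was also not called with no filter, that scaling or the replicate number as a block.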

Genes that peak in FL HSCs (group 5; clusters 11–13) are enriched for functional HSC terms. Group 6 (clusters 14–16) have oscillating expression suggesting that some genes are only required for specific transitions (Fig. 2B; Supplemental Fig. S3A).

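Genes called up in 1 transition and down in another numbered 757 of the 5153 called genes. Limma called 307 genes up into pre-HSCs and then down into FL HSCs, and 83 down and then up. Around FL HSCs, 223 genes rose and then fell, and 171 fell and then rose. Around HE, 6 genes rose and then fell and none did the opposite. Independent lists of these sizes would share 142 and 71.1 genes around pre-HSCs, 66.7 and 122 around FL HSCs, and 0.348 and 0.767 around HE. Successive transitions share the libraries of the middle population, so part of the excess may come from them. Slc2a3, a glucose transporter, fell from HE (244 and 80.7 FPKM in its 2 libraries) to pre-HSCs (11.9 ± 1.34 (SD, n = 3)) with a log2 fold change of -3.47 (SE 0.57, limma's adjusted p = 0.00272), and then rose to 47.6 ± 3.12 (SD, n = 2) in FL HSCs with a log2 fold change of 1.92 (SE 0.57, limma's adjusted p = 0.0188). Its first call was lost without HE replicate 1 or any 1 of the pre-HSC libraries (adjusted p = 0.00806 to 0.0372, with the F test missed), and its second without any of these or either FL library (adjusted p = 0.0123 to 0.0836). Both calls also ended with no filter and with the replicate number as a block, and the second at an adjusted p under 0.01. Cited4, a transcriptional coactivator, fell from 17.9 ± 3.7 (SD, n = 2) FPKM in HE to 1.28 ± 0.341 (SD, n = 3) in pre-HSCs, rose to 69.1 ± 21.7 (SD, n = 2) in FL HSCs and fell to 3.79 ± 0.25 (SD, n = 2) in BM HSCs. Klf1, the erythroid factor, followed the same course with log2 fold changes of -2.01, 5.55 and -3.25 and adjusted p values from limma of 0.00412, 1.65e-06 and 0.000655. Hspa1b, an inducible heat shock gene that shares reads with Hspa1a, took the opposite course with 2.40, -4.94 and 3.79.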

**Figure 2.**
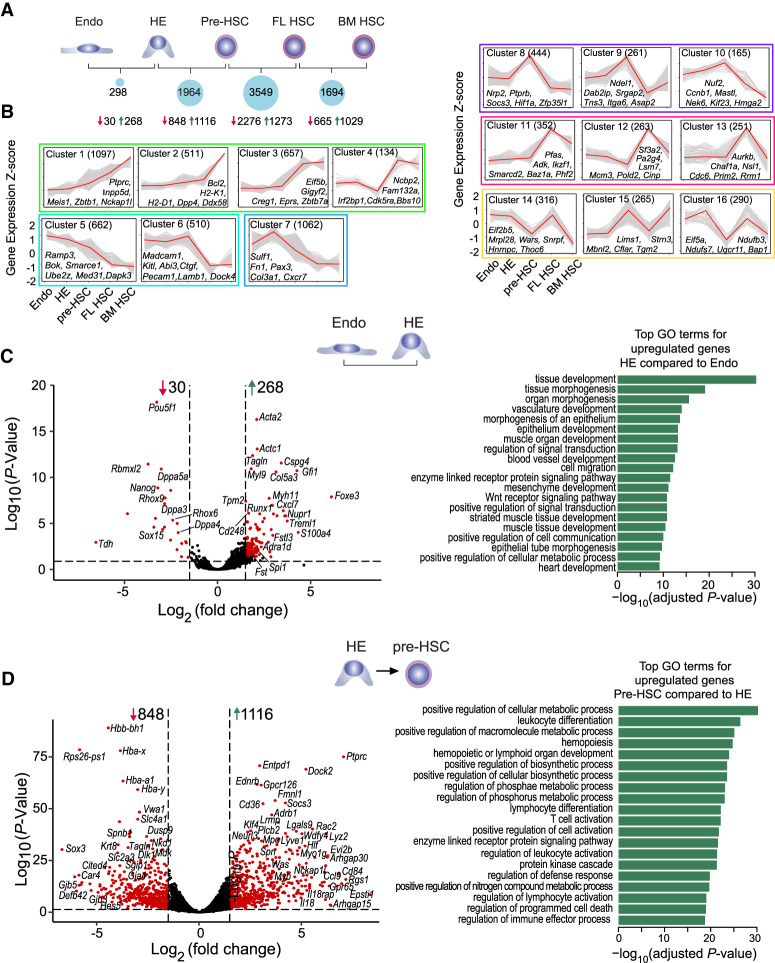
Transcriptome dynamics during HSC ontogeny. (*A*) Number of DEGs between adjacent developmental stages with corresponding down-regulated (red arrow) and up-regulated genes (green arrow) shown *below*. Some DEGs in pairwise stage comparison overlap. DEGs were identified using FDR < 0.01 and fold change ≥ 2 (ANOVA, multiple-testing corrected *P*-value < 0.01). (*B*) Sixteen expression clusters during HSC ontogeny. Expression profiles were clustered using the STEM algorithm and all 5025 DEGs among all stages. *Y*-axis values are gene-wise *Z*-score of FPKM values. *X-*axis and *Y*-axis values are indicated in the *bottom left* graph. For each cluster, the numbers of genes are shown in parentheses. The 16 clusters are further organized into six color-coded groups based on their overall expression profiles. Group 1 (clusters 1–4) in are boxed in green, group 2 (clusters 5–6) in cyan, group 3 (cluster 7) in blue, group 4 (clusters 8–10) in purple, group 5 (clusters 11–13) in magenta, and group 6 (clusters 14–16) in yellow. Example genes for each cluster are also shown. (*C*, *left*) Volcano plot of DEGs between Endo and HE stage; selected genes are listed. (*Right*) The top GO terms for genes up-regulated in HE relative to Endo. (*D*) Same as in *C*, for differences between HE and pre-HSC stages.

The smallest difference in gene expression changes (298 DEGs) occurs between Endo and HE, reflecting the recent endothelial origin of HE (Fig. 2A). 

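Limma called 19 genes between Endo and HE, 8 up and 11 down, against 1665 between HE and pre-HSCs, 3677 between pre-HSCs and FL HSCs and 1480 between FL and BM HSCs. The genes that rose were SNORA9, the contractile genes Acta2, Tagln, Myl9 and Cnn1, the collagen Col5a3, the chemokine Ppbp and the transcription factor Runx1. Named genes that fell were the germ cell and pluripotency genes Dppa5a, Dppa3, Utf1, Nanog, Sox15, L1td1, Rhox6, Rhox9 and Rbmxl2. None of 22 pan-endothelial genes was called, and 1 was higher and 21 were lower in HE with a median log2 fold change of -0.23 (camera, adjusted p = 3.5e-06, and adjusted p = 0.169 with an estimated correlation). At an unadjusted p under 0.05 with at least a 2-fold change 0 of the 22 passed. Cldn5, an endothelial tight junction gene, was at 592 ± 125 (SD, n = 2) FPKM in Endo and 422 ± 59.2 (SD, n = 2) in HE. Across genes, Pearson's r of log2(FPKM + 1) averaged 0.985 between Endo and HE libraries, 0.959 between HE and pre-HSC, 0.923 between pre-HSC and FL HSC and 0.962 between FL HSC and BM HSC libraries, and genes are not independent replicates. The count between Endo and HE was 1 without Endo replicate 1, 5 and 4 without HE replicate 1 and 2, 11 without either FL library, and 12 without either BM library. It was 10 with a pseudocount of 0.1, 8 at an adjusted p under 0.01, 31 with no filter, 11 with the replicate number as a block, and 0 with only the libraries of both populations, and 336 genes pass an unadjusted p under 0.05 with a 2-fold change in the fit of all libraries. The paper states that the small difference reflects the recent origin of HE from endothelium.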

Interestingly, most DEGs are up-regulated genes that are likely involved in the morphological changes necessary for EHT. These include actin and actin-related genes, *Acta2*, *Actc1*, and *Tagln*, some of which have been observed by others during EHT (Fig. 2C; Vargel et al. 2016). 

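Of the 19 called genes, 8 were higher and 11 were lower in HE (42.1% up). With quantile normalization the split was 5 up and 15 down (25% up), with a pseudocount of 0.1 it was 10 and 0, with 0.5 it was 7 and 6, with no filter 14 and 17, and without Endo replicate 2 it was 17 and 7. At an unadjusted p under 0.05 with at least a 2-fold change, 292 genes were higher and 44 lower, a count added after the others were seen. Lists of the contractile apparatus, mural cells and epithelium had medians above 0 in HE. Of 19 contractile and actin cytoskeleton genes 4 rose (9 when adjusted over the list alone) and 17 were higher, with a median log2 fold change of 0.93 (camera, adjusted p = 1.54e-15, and adjusted p = 0.0851 with an estimated correlation). The count of 4 was 0 without Endo replicate 1 or either HE library, 1 without Endo replicate 2, and 2 without any 1 of the FL or BM libraries. It was 6 without pre-HSC replicate 1 and 2 with quantile normalization. The mural and mesenchymal list had no call (8 when adjusted over the list alone) and 15 of 15 genes higher, with a median of 1.01 (camera, adjusted p = 4.64e-13, and adjusted p = 0.192 with an estimated correlation). Cd248, a pericyte and fibroblast surface protein, was at 8.29 and 16.1 FPKM in the Endo libraries and 40.5 and 40.5 in HE. Dcn, a small matrix proteoglycan, was at 3.02 and 8.99 and 19.7 and 26.7. Epithelial genes had no call (10 when adjusted over the list alone, and 1 called without Endo replicate 2) and 13 of 14 higher, with a median of 1.38 (camera, adjusted p = 5.29e-09, and adjusted p = 0.206 with an estimated correlation). Krt8, a keratin of simple epithelium, was at 23.5 and 82.2 FPKM in the Endo libraries and 233 and 112 in HE, and it was not called.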

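Acta2, which encodes smooth muscle actin and lies on chromosome 19 from 34315580 to 34329826, was at 64.5 ± 4.77 (SD, n = 2) FPKM in Endo and 294 ± 13.6 (SD, n = 2) in HE, a log2 fold change of 2.17 (SE 0.22, limma's adjusted p = 0.0092). Tagln, which encodes the actin-binding protein SM22 and lies on chromosome 9 from 45737711 to 45744141, went from 41.9 ± 4.37 (SD, n = 2) to 166 ± 9 (SD, n = 2) FPKM, a log2 fold change of 1.96 (SE 0.25, limma's adjusted p = 0.0251). Actc1, the cardiac actin gene on chromosome 2 from 113873018 to 113879284, was at 20.4 and 17.6 FPKM in the Endo libraries and 75 and 102 in HE. Its log2 fold change was 2.15 (SE 0.40, limma's adjusted p = 0.121), so it was not called, although both HE libraries lay above both Endo libraries. Without pre-HSC replicate 1 it was called. Myl9, the regulatory light chain of smooth muscle myosin, rose with a log2 fold change of 1.92 (SE 0.25, limma's adjusted p = 0.0267). Cnn1, calponin of smooth muscle, rose with a log2 fold change of 1.71 (SE 0.24, limma's adjusted p = 0.0359). All 5 genes were lower again in pre-HSCs, where Acta2 was at 87.2, 50.2 and 60.8 FPKM in the 3 libraries. From HE, Acta2, Tagln and Myl9 fell with log2 fold changes of -2.17, -2.51 and -1.92 and adjusted p values from limma of 0.000162, 0.000155 and 0.000566. The calls of Acta2, Tagln and Myl9 between Endo and HE ended when Endo replicate 1, HE replicate 1 or HE replicate 2 was left out, and those of Tagln and Myl9 also with a pseudocount of 0.1, at an adjusted p under 0.01 and without Endo replicate 2. The Tagln call also ended with the replicate number as a block. The Myl9 call also ended with quantile normalization and without any 1 of the FL or BM libraries. Cnn1 was not called without either Endo library, either HE library or any 1 of the FL or BM libraries, nor with another pseudocount, other scaling, the block or an adjusted p under 0.01. In the fits without 1 library the adjusted p was 0.0844 to 0.177 for Acta2, 0.091 to 0.303 for Tagln, 0.0515 to 0.303 for Myl9 and 0.083 to 0.342 for Cnn1.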

Hematopoietic genes, *Runx1*, *Gfi1*, and *Spi1*, which are known to play a role in EHT are also up-regulated. 

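Runx1, on chromosome 16 from 92601712 to 92826311, was at 0.88 ± 0.107 (SD, n = 2) FPKM in Endo and 3.44 ± 0.43 (SD, n = 2) in HE, a log2 fold change of 1.24 (SE 0.18, limma's adjusted p = 0.0359). It rose again to 13.9 ± 1.92 (SD, n = 3) in pre-HSCs, and was at 43.5 ± 2.55 (SD, n = 2) in FL HSCs and 66.8 ± 9.28 (SD, n = 2) in BM HSCs. The HE sort selected cells by a Runx1 reporter, so the difference between Endo and HE follows the gate. Gfi1, a transcriptional repressor on chromosome 5 from 108145674 to 108155056, was at 0.498 and 0.361 FPKM in the Endo libraries and 9.42 and 4.21 in HE. Its log2 fold change was 2.37 (SE 0.49, limma's adjusted p = 0.164) and it was not called. Spi1 (PU.1, listed as Sfpi1), on chromosome 2 from 90922547 to 90955913, was at 0.649 and 0.974 FPKM in Endo and 4.71 and 2.14 in HE, with 1.23 (SE 0.37, limma's adjusted p = 0.327), also not called. For both genes each HE library lay above each Endo library. Of 19 hematopoietic transcription factors 1 rose (5 when adjusted over the list alone), and 13 were higher in HE with a median log2 fold change of 0.27 (camera, adjusted p = 0.00526, and adjusted p = 0.206 with an estimated correlation). The Runx1 call held with pseudocounts of 0.1 and 0.5, with no filter, without the F test step and without pre-HSC replicate 3, and was lost under quantile normalization, scaling to equal totals, an adjusted p under 0.01, a replicate block, and without any 1 of the other 10 libraries (adjusted p = 0.0609 to 0.432).

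**Figure D1:**
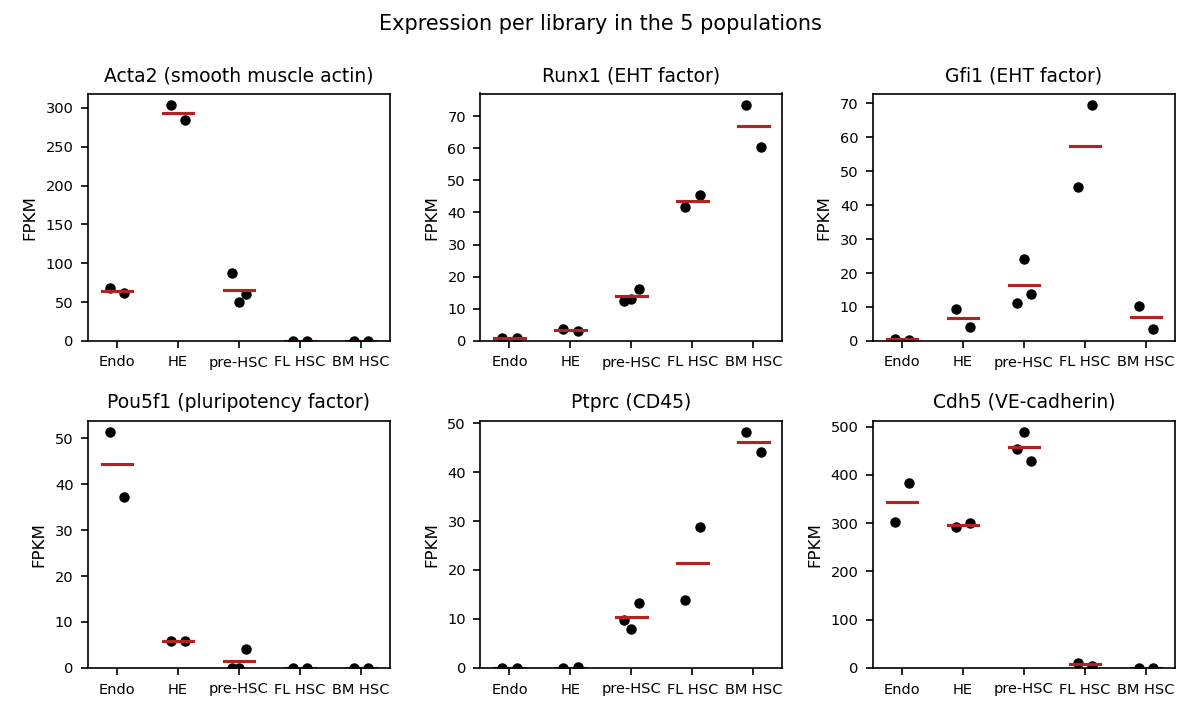
FPKM of Acta2, Runx1, Gfi1, Pou5f1, Ptprc and Cdh5 (y axes, linear, from 0) in the 5 populations (x axes). Points are single libraries and red lines are the means. Acta2 is at 303 and 284 FPKM in the HE libraries, and Gfi1 is at 45.2 and 69.4 in the FL libraries.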

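Genes of extracellular matrix, which surrounds cells and guides their movement, were mostly higher in HE than in Endo. Of 24 such genes, 1, Col5a3, rose (9 when adjusted over the list alone) and 19 were higher, with a median log2 fold change of 0.65 (camera, adjusted p = 6.25e-07, and adjusted p = 0.288 with an estimated correlation). Col5a3, a chain of type V collagen on chromosome 9 from 20574494 to 20619511, was at 0.302 and 0.593 FPKM in the Endo libraries and 3.26 and 4.97 in HE, a log2 fold change of 1.81 (SE 0.24, limma's adjusted p = 0.0281). Col1a1, a chain of type I collagen, was at 32.8 and 187 FPKM in the Endo libraries and 356 and 370.1 in HE, with a log2 fold change of 2.19 (SE 0.68, limma's adjusted p = 0.347), and was not called. Cldn6, an epithelial tight junction gene, was at 2.31 and 11.9 and 37.5 and 20.7 FPKM and was not called. Ppbp, a platelet chemokine, rose with a log2 fold change of 1.95 (SE 0.21, limma's adjusted p = 0.00961), and 14 of 15 megakaryocyte and platelet genes were higher in HE with a median of 0.53 (camera, adjusted p = 1.06e-06, and adjusted p = 0.163 with an estimated correlation). Of 12 neural genes none was called and 9 were higher, with a median of 0.62 (camera, adjusted p = 5.33e-05, and adjusted p = 0.206 with an estimated correlation). The Col5a3 call ended without either Endo library, pre-HSC replicate 2 or any 1 of the FL or BM libraries (adjusted p = 0.0512 to 0.417), and the gene was below the filter without either HE library. It also ended with another pseudocount, FPKM scaled to equal totals, the block or an adjusted p under 0.01. The count of extracellular matrix genes was 2 without Endo replicate 2. Ppbp was not called without Endo replicate 1 or either HE library (adjusted p = 0.0789 to 0.177).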

GO analysis of genes up-regulated in HE relative to Endo confirmed EHT-related processes such as cell migration and tissue morphogenesis (Fig. 2C). 

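Germ cell and pluripotency genes were lower in HE than in Endo. Of a list of 9 such genes from Fig. 2C, which leaves out Rbmxl2, 6 fell (9 when adjusted over the list alone), with a median log2 fold change of -1.94 (camera, adjusted p = 3.35e-31, and adjusted p = 0.0113 with an estimated correlation). The paper chose these 9 on the same libraries. Of 12 further germ cell genes, 2, Utf1 and L1td1, fell (5 when adjusted over the list alone) and 11 were lower, with a median of -0.95 (camera, adjusted p = 3.72e-13, which also passed with an estimated correlation). Dppa5a, an RNA-binding protein of early germ cells on chromosome 9 from 78214859 to 78215984, was at 78.7 ± 25 (SD, n = 2) FPKM in Endo and 10.5 ± 3.45 (SD, n = 2) in HE, a log2 fold change of -2.79 (SE 0.27, limma's adjusted p = 0.00728), and is listed at 0 in every later library. Dppa3 (Stella), on chromosome 6 from 122576428 to 122580290, was at 32.2 ± 10.5 (SD, n = 2) and 4.63 ± 1.91 (SD, n = 2) FPKM, a log2 fold change of -2.56 (SE 0.29, limma's adjusted p = 0.00961). Pou5f1 (Oct4), on chromosome 17 from 35642982 to 35647721, was at 51.3 and 37.3 FPKM in the Endo libraries and 5.8 and 5.87 in HE, with a log2 fold change of -2.71 (SE 0.64, limma's adjusted p = 0.225), and was not called. It was called without pre-HSC replicate 3, the pre-HSC library with 4.23 FPKM, and with the replicate number as a block. Pou5f1 and the Dppa and Rhox genes have near-identical copies that can share reads. The count of 6 was 0 without Endo replicate 1 or HE replicate 2, and 2 without HE replicate 1. The count of 2 further genes was 0 without Endo replicate 1 or either HE library and 1 without any 1 of the others but pre-HSC replicate 3, and 1 with FPKM scaled to equal totals. With a pseudocount of 0.1 no gene was called down between Endo and HE, so all germ cell calls ended there, Dppa5a and Dppa3 included. The Utf1 call also ended with a pseudocount of 0.5. Dppa5a and Dppa3 were not called without Endo replicate 1 or HE replicate 2 (adjusted p = 0.059 to 0.159 and 0.0854 to 0.177). Of 30 genes of the TCA cycle and oxidative phosphorylation none was called by limma or passed an unadjusted p under 0.05 with a 2-fold change, and 29 were lower, with a median of -0.14 (camera, adjusted p = 0.000533, and adjusted p = 0.549 with an estimated correlation). The adjusted p of that list was 0.264 with quantile normalization, 0.582 without Endo replicate 1 and 0.123 without HE replicate 2. Of 25 ribosome biogenesis genes none was called and 19 were lower, with a median of -0.11 (camera, adjusted p = 0.00726, and adjusted p = 0.206 with an estimated correlation), and that median turned to 0.00279 when FPKM were scaled to equal totals. The adjusted p of the ribosome list was 0.201 with quantile normalization, 0.0693 without Endo replicate 2 and 0.194 without HE replicate 2.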

Top down-regulated genes between Endo and HE include developmental factors (*Pou5f1*, *Dppa5a*, *Dppa3*, etc.) and various metabolic and biosynthetic processes (Supplemental Fig. S3B), which is consistent with metabolic quiescence of HE (Oatley et al. 2020).

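Limma called 1026 genes up and 639 down from HE to pre-HSCs (61.6% up). With quantile normalization 802 rose and 832 fell (49.1% up), and with FPKM scaled to equal totals 1446 rose and 520 fell (73.6% up), and the share of rising genes changed with the scaling. Among the genes that rose with a mean FPKM of at least 10 and no overlap between libraries, the 5 with the largest changes were Snora28, a short RNA whose level is uncertain, C1qb, C1qa and C1qc, which encode complement C1q, with log2 fold changes of 6.01, 5.90 and 5.58, and F13a1, a clotting factor subunit, with 5.69. Of 19 macrophage and granulocyte genes 14 rose (15 when adjusted over the list alone), with a median of 3.94 (camera, adjusted p = 2.46e-08, and adjusted p = 0.235 with an estimated correlation). Csf1r, the macrophage growth factor receptor, was at 85.8, 26.3 and 164 FPKM in the 3 pre-HSC libraries and at 1.46 and 1.04 in HE. The embryonic globins Hbb-bh1 and Hba-x fell, with log2 fold changes of -4.37 and -3.81, and 16 of 24 erythroid genes fell with a median of -1.45 (camera, adjusted p = 6.13e-11, and adjusted p = 0.169 with an estimated correlation). Hbb-y, also on the erythroid list, had the highest FPKM of all genes in HE replicate 2, at 5109. Which cells the erythroid RNA in the HE libraries came from was not tested. Of 19 genes of glycolysis 10 fell (10 when adjusted over the list alone), with a median of -1.02 (camera, adjusted p = 3.99e-09, and adjusted p = 0.206 with an estimated correlation), among them Slc2a1, the glucose transporter GLUT1, with a log2 fold change of -1.98 (SE 0.18, limma's adjusted p = 0.00014). Without HE replicate 1 the count of calls was 983, with 622 up and 361 down, and 4 genes of glycolysis were called. The glycolysis count was 6 with quantile normalization and 5 with FPKM scaled to equal totals. The Snora28 call ended without either HE library (adjusted p = 0.0609 to 0.0983), with no filter and at an adjusted p under 0.01.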

The transition from HE to pre-HSC is accompanied by much larger changes in gene expression (1116 up-regulated genes and 848 down-regulated genes). 

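Genes of the blood cell surface and of leukocyte signaling were among those that rose most from HE to pre-HSCs. Of 24 such genes 21 rose and none fell (21 when adjusted over the list alone), with a median log2 fold change of 2.42 (camera, adjusted p = 3.04e-14, and adjusted p = 0.0851 with an estimated correlation). Ptprc, the leukocyte phosphatase CD45 on chromosome 1 from 139959438 to 140071882, was at 0.0591 and 0.0969 FPKM in the HE libraries and 10.3 ± 2.69 (SD, n = 3) in pre-HSCs, a log2 fold change of 3.37 (SE 0.29, limma's adjusted p = 0.000115). Dock2, a Rac activator of leukocyte migration on chromosome 11 from 34126815 to 34597394, was at 0.26 ± 0.0667 (SD, n = 2) and 9.45 ± 1.86 (SD, n = 3) FPKM, a log2 fold change of 3.04 (SE 0.22, limma's adjusted p = 6.11e-05). Spn (CD43), on chromosome 7 from 134275746 to 134281337, was at 0.699 ± 0.17 (SD, n = 2) and 9.86 ± 1.41 (SD, n = 3) FPKM, a log2 fold change of 2.67 (SE 0.18, limma's adjusted p = 4.88e-05). Myb, a transcription factor of definitive blood progenitors on chromosome 10 from 20844736 to 20880790, was at 0.869 ± 0.771 (SD, n = 2) and 17.8 ± 3.86 (SD, n = 3) FPKM, a log2 fold change of 3.38 (SE 0.25, limma's adjusted p = 6.54e-05). Neurl3, which encodes a ubiquitin ligase on chromosome 1 from 36321447 to 36330270, was at 4.15 ± 0.216 (SD, n = 2) and 31.3 ± 6.31 (SD, n = 3) FPKM, a log2 fold change of 2.63 (SE 0.18, limma's adjusted p = 4.88e-05). Rac2, a GTPase of blood cells, rose with a log2 fold change of 4.10 (SE 0.30, limma's adjusted p = 6.54e-05). Since the HE sort excluded CD45 and CD41 and the pre-HSC sort did not, Ptprc follows the gates. Other leukocyte genes, macrophage genes among them, may follow the gates too, which was not tested. All 46 genes that Fig. 2D names were called, 27 up and 19 down, and the paper chose them on these libraries. Macrophage genes rose in the same libraries, with Lyz2, which encodes lysozyme, at 82.6, 50.7 and 155 FPKM in the pre-HSC libraries and 1.06 and 1.51 in HE.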

The majority of up-regulated genes are known hematopoietic genes such as *Ptprc* (CD45)*, Dock2* (Oatley et al. 2020)*, Spn* (CD43)*, Myb,* and *Neurl3*, which was recently shown to selectively mark HSC-primed HE (Fig. 2D; Hou et al. 2020). GO terms of up-regulated genes in pre-HSCs relative to HE such as leukocyte differentiation, hemopoiesis, hemopoietic or lymphoid organ development confirm fulfillment of a hematopoietic fate. 

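Of 19 transcription factors of blood formation 9 rose from HE to pre-HSCs (10 when adjusted over the list alone) and none fell, with a median log2 fold change of 1.13 (camera, adjusted p = 1.24e-07, and adjusted p = 0.0851 with an estimated correlation). Spi1 (Sfpi1), the factor of myeloid and lymphoid fates, reached 58.2 ± 24.1 (SD, n = 3) FPKM in pre-HSCs, a log2 fold change of 3.72 (SE 0.33, limma's adjusted p = 0.000143). Hlf, a factor enriched in HSCs, rose from 0.496 ± 0.123 (SD, n = 2) to 7.85 ± 2.12 (SD, n = 3) FPKM, a log2 fold change of 2.54 (SE 0.24, limma's adjusted p = 0.000167). Ikzf1, the lymphoid factor Ikaros, rose from 0.767 and 3.5 FPKM in the HE libraries to 13.9 ± 0.162 (SD, n = 3), a log2 fold change of 2.40 (SE 0.33, limma's adjusted p = 0.00127). Gata1, an erythroid and megakaryocyte factor that is not on that list, fell with a log2 fold change of -1.31 (SE 0.31, limma's adjusted p = 0.0132). Of 15 megakaryocyte and platelet genes 8 rose and 1 fell, with a median of 1.04 (camera, adjusted p = 0.000177, and adjusted p = 0.206 with an estimated correlation), and Pf4, the platelet factor 4 gene, was at 3.12 and 16.3 FPKM in the HE libraries and 129, 68.6 and 245 in the pre-HSC libraries. Of 4 tested lymphoid genes 2 rose, with a median of 1.16 (camera, adjusted p = 0.0332, and adjusted p = 0.205 with an estimated correlation), and Ltb, lymphotoxin beta, rose with a log2 fold change of 1.73 (SE 0.18, limma's adjusted p = 0.000278). Of 23 genes of the HSC-enriched list 6 rose, with a median of 0.56 (camera, adjusted p = 0.0215, and adjusted p = 0.467 with an estimated correlation). Mpo, the myeloperoxidase of granulocyte precursors, rose to 20.1 ± 3.6 (SD, n = 3) FPKM. Without HE replicate 2 Gata1 was not called, at an adjusted p of 0.0869, nor at an adjusted p under 0.01. The lymphoid list had an adjusted p of 0.0592 without pre-HSC replicate 2, and 10 HSC-enriched genes rose with FPKM scaled to equal totals.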

The top GO terms for down-regulated genes suggest commitment to the hematopoietic fate through elimination of other cell fates (e.g., neuronal and epithelial) (Supplemental Fig. S3C).

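Of 12 neural genes 8 fell and 1 rose from HE to pre-HSCs (8 and 1 when adjusted over the list alone), with a median log2 fold change of -1.39 (camera, adjusted p = 1.82e-07, and adjusted p = 0.163 with an estimated correlation). Sox3, a factor of neural progenitors on chromosome X from 58144545 to 58146605, was at 5.52 ± 0.288 (SD, n = 2) FPKM in HE and 0.053 ± 0.0461 (SD, n = 3) in pre-HSCs, a log2 fold change of -2.63 (SE 0.20, limma's adjusted p = 6.54e-05). Sox2, also a neural progenitor factor, went from 8.26 ± 1.58 (SD, n = 2) to 0.74 ± 0.331 (SD, n = 3) FPKM, a log2 fold change of -2.42 (SE 0.22, limma's adjusted p = 0.000159). Stmn2, a microtubule regulator of neurons, was the member that rose, with a log2 fold change of 1.73 (SE 0.25, limma's adjusted p = 0.00151). Of 14 epithelial genes 12 fell (12 when adjusted over the list alone), with a median of -1.70 (camera, adjusted p = 3.16e-07, and adjusted p = 0.259 with an estimated correlation). Krt8 fell to 16.1, 8.03 and 10.2 FPKM in the 3 pre-HSC libraries, a log2 fold change of -3.76 (SE 0.49, limma's adjusted p = 0.000919). Krt18, its keratin partner, was at 152 and 70.5 FPKM in the HE libraries and 15.3 ± 1.23 (SD, n = 3) in pre-HSCs, a log2 fold change of -2.69 (SE 0.45, limma's adjusted p = 0.00289). Without HE replicate 1, the HE library with the higher keratin levels, 1 epithelial gene was called and Krt18, at a log2 fold change of -2.14, missed the F test, as it did with no filter. Of 19 contractile genes 7 fell, with a median of -0.87 (camera, adjusted p = 1.04e-06, and adjusted p = 0.201 with an estimated correlation). Of 15 mural and mesenchymal genes 7 fell, with a median of -0.98 (camera, adjusted p = 1.14e-06, and adjusted p = 0.3 with an estimated correlation), and the count was 4 without either HE library. Of 18 cholesterol biosynthesis genes 2 fell and 17 were lower, with a median of -0.69 (camera, adjusted p = 8.6e-06, and adjusted p = 0.163 with an estimated correlation). With quantile normalization 4 cholesterol genes fell, and with FPKM scaled to equal totals 1.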

The largest transcriptome change occurs between pre-HSCs and FL HSCs, which differentially express 3549 genes (Supplemental Fig. S3D). 

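From pre-HSCs to FL HSCs limma called 3677 of 14708 genes (25%), 1637 up and 2040 down (44.5% up). With FPKM scaled to equal totals the split was 1205 up and 2499 down (32.5% up). All 22 pan-endothelial genes fell (22 when adjusted over the list alone), with a median log2 fold change of -4.37 (camera, adjusted p = 3.52e-18, and adjusted p = 0.0567 with an estimated correlation). Pre-HSCs were sorted on CD31, CD144 and ESAM and FL HSCs were not, so this fall may follow the gates in part. Kdr, which encodes the VEGF receptor 2 and lies on chromosome 5 from 76328852 to 76374483, was at 214 ± 28.4 (SD, n = 3) FPKM in pre-HSCs and 1.83 ± 0.508 (SD, n = 2) in FL HSCs, a log2 fold change of -6.25 (SE 0.20, limma's adjusted p = 2.62e-08). Aplnr, the apelin receptor, was at 322 ± 11 (SD, n = 3) and 0.785 ± 0.38 (SD, n = 2) FPKM, a log2 fold change of -7.52 (SE 0.14, limma's adjusted p = 2.45e-09). Plvap, a protein of endothelial fenestrae, fell with a log2 fold change of -6.17 (SE 0.18, limma's adjusted p = 1.46e-08). Of 13 arterial genes 11 fell (11 when adjusted over the list alone), with a median of -3.84 (camera, adjusted p = 8.43e-09, and adjusted p = 0.0368 with an estimated correlation), among them Efnb2, the arterial ephrin, with a log2 fold change of -4.41 (SE 0.22, limma's adjusted p = 2.98e-07). All 5 venous genes fell, with a median of -4.96 (camera, adjusted p = 3.41e-06, and adjusted p = 0.0851 with an estimated correlation), among them Nrp2, a semaphorin and VEGF-C co-receptor, with -5.91. The paper lists the arterial and venous genes. Of 24 extracellular matrix genes 22 fell, with a median of -4.12 (camera, adjusted p = 7.25e-15, and adjusted p = 0.163 with an estimated correlation). Of 8 Notch target genes 6 fell and 1 rose, with a median of -1.81 (camera, adjusted p = 0.000812, and adjusted p = 0.0851 with an estimated correlation). Mest, an imprinted gene of fetal tissue, had the largest fall among the named genes, from 1559 ± 122 (SD, n = 3) to 7.53 ± 6.16 (SD, n = 2) FPKM. The Notch target that rose was not called without pre-HSC replicate 3 or FL replicate 2, where the count was 0.

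**Figure D2:**
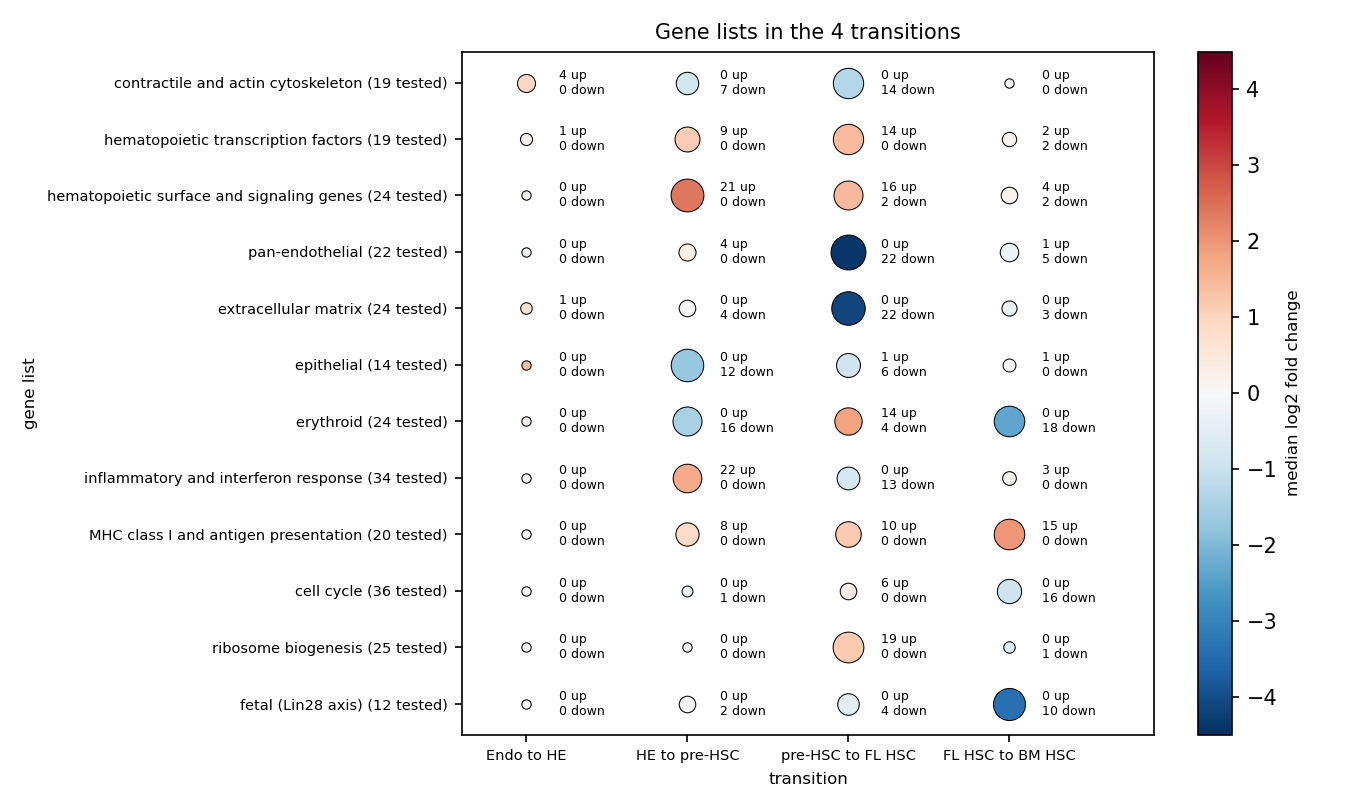
Median log2 fold change (color, blue for lower and red for higher in the later population) of 12 gene lists (rows) in the 4 transitions (columns). The area of a circle grows with the share of tested members called in the commoner direction, and the numbers called up and down stand beside it. The pan-endothelial list is at -4.37 from pre-HSCs to FL HSCs, with 22 of 22 genes down.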

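Of 19 hematopoietic transcription factors 14 rose from pre-HSCs to FL HSCs (14 when adjusted over the list alone), with a median log2 fold change of 1.42 (camera, adjusted p = 3.01e-06, and adjusted p = 0.0888 with an estimated correlation). Gfi1b, a repressor of erythroid and megakaryocyte development, rose from 2.28, 5.7 and 2.04 FPKM in the pre-HSC libraries to 119 and 72.8 in FL, a log2 fold change of 4.54 (SE 0.53, limma's adjusted p = 8.26e-05). Nfe2, a factor of platelet formation, rose from 16 ± 3.75 (SD, n = 3) to 138 ± 11 (SD, n = 2) FPKM, a log2 fold change of 3.06 (SE 0.20, limma's adjusted p = 2e-06). Of 24 surface and signaling genes 16 rose and 2 fell, with a median of 1.46 (camera, adjusted p = 0.000184, and adjusted p = 0.257 with an estimated correlation). Of 25 ribosome biogenesis genes 19 rose and none fell (19 when adjusted over the list alone), with a median of 1.16 (camera, adjusted p = 6.34e-09, and adjusted p = 0.0719 with an estimated correlation), among them Dkc1, the pseudouridine synthase dyskerin, with a log2 fold change of 2.17 (SE 0.22, limma's adjusted p = 3.65e-05). Of 24 erythroid genes 14 rose and 4 fell, with a median of 1.82 (camera, adjusted p = 0.00402, and adjusted p = 0.481 with an estimated correlation). Pklr, the erythrocyte pyruvate kinase, reached 78.3 ± 12.1 (SD, n = 2) FPKM in FL HSCs. Elane, the neutrophil elastase, reached 46.3 ± 2.79 (SD, n = 2) FPKM. Inflammatory and interferon response genes fell in 13 of 34 cases, with a median of -0.78 (camera, adjusted p = 0.00825, and adjusted p = 0.6 with an estimated correlation). Of 20 immediate early and heat shock genes 15 fell and none rose, with a median of -3.70 (camera, adjusted p = 5.3e-07). With an estimated correlation the camera adjusted p of that list was 0.288. Of 19 macrophage and granulocyte genes 7 rose and 5 fell. Contractile genes fell in 14 of 19 cases, with a median of -1.31 (camera, adjusted p = 1.25e-08, and adjusted p = 0.163 with an estimated correlation). Mural and mesenchymal genes fell in 13 of 15 cases, with a median of -1.96 (camera, adjusted p = 6.13e-07, and adjusted p = 0.288 with an estimated correlation). Without FL replicate 1 the erythroid list had an adjusted p of 0.0563, and without pre-HSC replicate 3 the inflammatory list had 0.0545. Without FL replicate 1 the count of falling surface genes was 1. With FPKM scaled to equal totals 11 ribosome biogenesis genes rose, and with quantile normalization 14.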

Up-regulated genes are enriched for hemopoiesis and other hematopoietic and lymphoid-specific terms, while down-regulated genes appear to show further commitment to the hematopoietic lineage (Supplemental Fig. S3D). 

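From FL to BM HSCs limma called 881 genes up and 599 down. Of 20 genes of MHC class I and antigen presentation 15 rose (18 when adjusted over the list alone), with a median log2 fold change of 1.97 (camera, adjusted p = 9.22e-12, and adjusted p = 0.163 with an estimated correlation). H2-K1, a classical class I gene on chromosome 17 from 34132962 to 34137278, was at 149 ± 5.21 (SD, n = 2) FPKM in FL HSCs and 948 ± 58.4 (SD, n = 2) in BM HSCs, a log2 fold change of 2.66 (SE 0.44, limma's adjusted p = 0.00293), and its reads can be shared with other class I genes. Class I genes vary between strains, and by the paper FL and BM HSCs came from different crosses, so an effect of strain on this difference stays open. B2m, the class I light chain, rose from 349 ± 14.7 (SD, n = 2) to 1742 ± 179 (SD, n = 2) FPKM, a log2 fold change of 2.31 (SE 0.26, limma's adjusted p = 0.000466). Without BM replicate 2 the count was 6. Of 15 megakaryocyte and platelet genes 10 rose, with a median of 1.81 (camera, adjusted p = 3.16e-07, and adjusted p = 0.163 with an estimated correlation), among them Gp1bb, a subunit of the von Willebrand factor receptor, with a log2 fold change of 2.55 (SE 0.37, limma's adjusted p = 0.00143). Of 36 cell cycle genes 16 fell and none rose (16 when adjusted over the list alone), with a median of -0.94 (camera, adjusted p = 3.25e-15, and adjusted p = 0.0567 with an estimated correlation). Ccne1, cyclin E1, was at 46.3 and 31.1 FPKM in the FL libraries and 4.23 and 11.3 in BM, a log2 fold change of -2.28 (SE 0.34, limma's adjusted p = 0.00164). Plk1, a mitotic kinase, fell with a log2 fold change of -2.07 (SE 0.22, limma's adjusted p = 0.000296). Of 30 genes of the TCA cycle and oxidative phosphorylation 3 fell and 29 were lower, with a median of -0.60 (camera, adjusted p = 1.96e-08, and adjusted p = 0.324 with an estimated correlation). Of 19 glycolysis genes 5 fell and 1 rose, with a median of -0.78 (camera, adjusted p = 0.000422, and adjusted p = 0.439 with an estimated correlation), among them Slc16a3, a lactate transporter, with a log2 fold change of -3.14 (SE 0.28, limma's adjusted p = 0.000123). Erythroid genes fell in 18 of 24 cases, with a median of -2.38 (camera, adjusted p = 1.39e-11, and adjusted p = 0.163 with an estimated correlation). The smaller count without FL replicate 1 was 981 genes, with 618 up and 363 down, and with only the libraries of both populations limma called 0, where at an unadjusted p 1842 genes pass in the fit of all libraries. The TCA cycle count was 0 without FL replicate 1, 13 without FL replicate 2, 1 with quantile normalization and 0 with FPKM scaled to equal totals. The glycolysis count was 8 down without FL replicate 2, and 0 up without FL replicate 1 or BM replicate 2 or with quantile normalization.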

The transition from FL HSC to BM HSC is marked by further up-regulation of hematopoietic and immune genes, and down-regulation of cell cycle genes, metabolic genes, and several other classes of developmental genes (Supplemental Fig. S3F,G; Manesia et al. 2015).

### Diverse activity profiles of developmental enhancers during HSC ontogeny

Differential enhancer utilization is a key driver of cell fate change, and epigenetic patterning of enhancers often occurs before cell fate and subsequent gene expression changes. In order to identify potential regulatory elements and determinants of cell fate changes, we profiled cells along the HSC continuum by ChIP-seq for a combination of histone marks to identify regulatory elements, and discriminate between active (H3K4me1^+^, H3K4me3^−^, H3K27ac^+^, and H3K27me3^−^), and primed (H3K4me1^+^, H3K4me3^−^, H3K27ac^−^, and H3K27me3^−^) enhancers (Calo and Wysocka 2013). Using a low cell number protocol we previously developed for analyzing as few as 20,000 cells (Gao et al. 2019), we achieved an average sequencing depth of 29 million reads per sample, which is above the sequencing depth of 20 million reads recommended by the ENCODE consortium. Sixty-eight percent of total reads could be uniquely mapped to the mouse genome (Supplemental Fig. S4; Supplemental Table S4). The average (across four histone marks) genome-wide correlation of biological replicates was 0.957 (Supplemental Fig. S5).

Using the chromatin signature identification by artificial neural network (CSI-ANN) algorithm (Firpi et al. 2010) and our epigenomic data, we predicted a total of 30,131 active enhancers (∼10,500 in each populations with some enhancers shared across stages; false discovery rate [FDR] < 0.05). Multiple lines of evidence corroborated our enhancer predictions. First, using additional purified cells, we confirmed the epigenetic signals of a select set of predicted enhancers by ChIP-qPCR (Supplemental Fig. S6). Second, our enhancer catalog is supported by additional public data, including sequence conservation across 20 mammalian genomes (34% of all predicted enhancers), a 53% overlap with reported enhancers in mouse BM HSCs and differentiated hematopoietic cell types (Lara-Astiaso et al. 2014), and 34% overlap with ChIP-seq peaks of ten hematopoietic TFs (Wilson et al. 2010). Overall, 75% of our predicted enhancers were supported by at least one line of evidence (Fig. 3A). The catalog also includes a number of well-known HSC enhancers validated by transgenic reporter assays in mice, such as the *Runx1* + 23 enhancer (Bee et al. 2009), the *Ly6a* (*Sca1*) enhancer (Ma et al. 2002), the *Tal1* (*Scl*) 3′ enhancer (Sánchez et al. 1999), the *Fli1* (Pimanda et al. 2007), *Gata2* (Lim et al. 2012), and *Erg* enhancers (Supplemental Table S5; Thoms et al. 2011).

**Figure 3.**
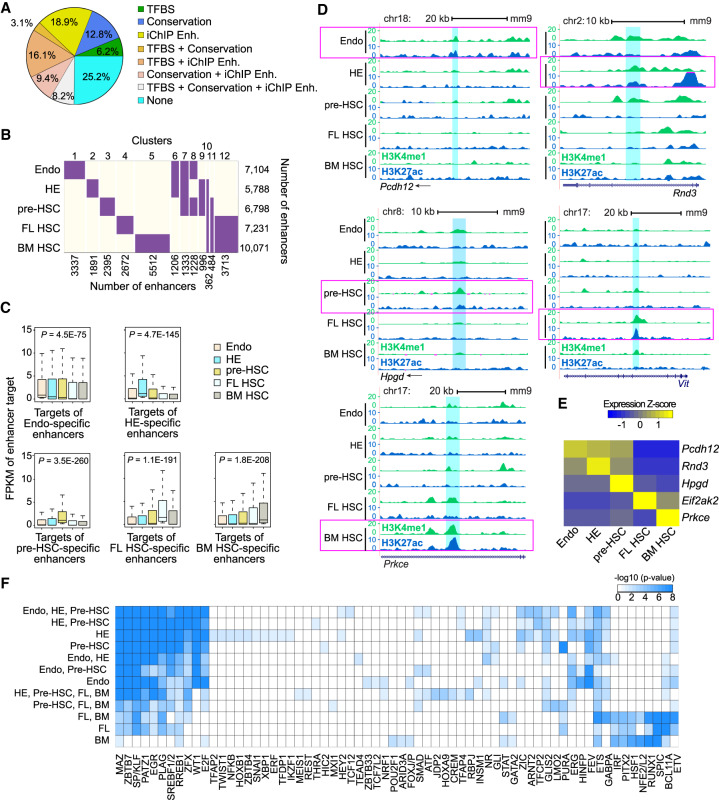
Repertoire of active enhancers during HSC ontogeny. (*A*) Supporting evidence for predicted enhancers. TFBS, transcription factor binding peaks from ChIP-seq data (Wilson et al. 2010); Conservation, conserved sequence across 20 mammalian genomes; iChIP Enh, enhancers from (Lara-Astiaso et al. 2014). (*B*) Clustering of enhancer activity profile across five developmental stages. (Purple) Active enhancers; (ivory) inactive enhancers. Numbers of enhancers in each cell type/cluster are shown. Only enhancers that are present in significant clusters are counted. (*C*) Box plots of expression profile of target genes of stage-specific enhancers. *P*-values, differential expression between stage-specific enhancer targets and targets of the rest of the enhancers using *t*-test. (*D*) Genome browser view of example developmental stage-specific enhancers (2-kb region highlighted in cyan) in Endo, HE, pre-HSC, FL HSC, and BM HSC. Magenta horizontal boxes highlight tracks for each cell population. (*E*) Target gene expression patterns of developmental stage-specific enhancers in *D*. (*F*) TFs whose DNA-binding motifs are enriched in stage-specific enhancers. Stage specificities are indicated at the *left* of each column. (BM) BM HSC; (FL) FL HSC. Color shade is proportional to the negative logarithm of enrichment *P*-value.

Lara-Astiaso et al. (2014) used an epigenomics-based annotation strategy to catalog 48,391 enhancers in cell types spanning the developmental hierarchy from adult BM HSCs to terminally differentiated hematopoietic cell types such as lymphocytes and macrophages. To determine the difference between enhancers for HSC specification and differentiation, we intersected our enhancers (21,282, excluding Endo and BM HSC enhancers) with the enhancers by Lara-Astiaso et al. (2014) (37,548, excluding BM HSC enhancers). Strikingly, only 3020 enhancers are shared between the two data sets (Supplemental Table S6), suggesting that the enhancer repertoire for specifying HSC fate is quite distinct from that for multilineage differentiation from adult HSCs.

STEM clustering based on the enhancers’ activity profiles across the five developmental stages organized 83.4% (25,129) predicted enhancers into 12 clusters (*P* < 0.05, Fig. 3B). Enhancers that were active in all five stages, which only accounted for 2.1% of identified enhancers, were removed prior to clustering. Clusters 1–5 represent stage-specific enhancers active in Endo, HE, pre-HSCs, FL HSCs, or BM HSCs, accounting for 29.4% of all enhancers, demonstrating the dynamic transcriptional nature of HSC development. Cluster 6 represents enhancers uniquely active in Endo and HE. Enhancers in cluster 7 are active in Endo, HE and pre-HSCs. Enhancers in cluster 12 are only active in functional HSCs.

Using the integrated method for predicting enhancer targets (IM-PET) algorithm (He et al. 2014), we linked 25,541 active enhancers to their target promoters at the five developmental stages, for a total of 120,257 enhancer–promoter (EP) interactions (Supplemental Table S7). Expression levels of genes targeted by developmental stage-specific enhancers are significantly higher at the corresponding stage, supporting our EP predictions (Fig. 3C). On average, 2.3 promoters contact an enhancer in all populations (Supplemental Fig. S7A), while 4.4 enhancers contact a promoter (Supplemental Fig. S7B), consistent with results from recent large-scale chromatin interaction studies of EP interactions (Javierre et al. 2016; Chen et al. 2019). Only ∼14.3% of EP pairs had no intervening promoters from unrelated genes (Supplemental Fig. S7C). Thirty-five percent of predicted EP interactions were developmental stage-specific (Supplemental Fig. S7D). Figure 3D shows example stage-specific enhancers targeting protocadherin 12 (*Pcdh12*, Endo)*,* Rho family GTPase 3 (*Rnd3*, HE), prostaglandin dehydrogenase 1 (*Hpgd,* pre-HSC), translation initiation factor 2 α kinase (*Eif2ak2,* FL HSC, enhancer resides in intron of *Vit*), and protein kinase Cε (*Prkce,* BM HSC). The putative target genes of the enhancers exhibit the same developmental stage-specific expression patterns as their enhancers, consistent with regulation by the predicted enhancers (Fig. 3E).

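Pcdh12, an endothelial protocadherin, had its highest mean FPKM in Endo, at 30.9 ± 0.929 (SD, n = 2), with 24.8 ± 2.03 (SD, n = 2) in HE and 23.5 ± 2.63 (SD, n = 3) in pre-HSCs. The Endo and HE values were not told apart (limma's adjusted p = 0.794), and Pcdh12 fell into FL HSCs with a log2 fold change of -4.45 (SE 0.17, limma's adjusted p = 6.17e-08). Rnd3, which encodes a small GTPase, was highest in HE at 13.8 ± 3.28 (SD, n = 2) FPKM, against 7.39 ± 2.65 (SD, n = 2) in Endo and 7.55 ± 2.94 (SD, n = 3) in pre-HSCs. Neither of these differences was called, with adjusted p values from limma of 0.513 and 0.0721. Hpgd, the enzyme that inactivates prostaglandins, was highest in pre-HSCs at 22.8 ± 1.65 (SD, n = 3) FPKM. It rose from 4.89 ± 0.555 (SD, n = 2) in HE with a log2 fold change of 2.02 (SE 0.34, limma's adjusted p = 0.00303). It then fell into FL HSCs with a log2 fold change of -2.62 (SE 0.34, limma's adjusted p = 0.000171). Eif2ak2, the kinase PKR, was at 8.82 ± 0.537 (SD, n = 3) FPKM in pre-HSCs, 12.1 ± 1.41 (SD, n = 2) in FL HSCs and 20.3 and 18 in the BM libraries. Its mean was highest in BM HSCs. The step between FL and BM HSCs was under the 2-fold limit, at a log2 fold change of 0.63 (SE 0.18). Prkce, protein kinase C epsilon, was highest in BM HSCs at 14.2 ± 1.06 (SD, n = 2) FPKM and rose from 5.03 ± 0.801 (SD, n = 2) in FL HSCs with a log2 fold change of 1.34 (SE 0.25, limma's adjusted p = 0.00507). Pcdh12 lies on chromosome 18 from 38426746 to 38444055, Rnd3 on chromosome 2 from 50985958 to 51004631, Hpgd on chromosome 8 from 58773349 to 58799843, Eif2ak2 on chromosome 17 from 79251904 to 79281913 and Prkce on chromosome 17 from 86567125 to 87057259. Without BM replicate 1 Prkce missed the F test, at a log2 fold change of 1.27.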

To identify TFs that occupy the enhancers, we conducted a TF motif enrichment analysis using a set of 9500 enhancers from 18 nonhematopoietic cell types as the background (Supplemental Table S15). In total, we identified 78 enriched TF motif families across the 12 enhancer clusters (Fig. 3F). Motifs of many known hematopoietic TFs were identified, including RUNX1, GATA2, HEY2, LMO2, and HOXA9. Motifs of broadly expressed TFs such as Kruppel-like factors (KLFs) and specificity proteins (SPs) are also enriched at hematopoietic enhancers. The enriched motifs are organized into prominent groups. TF motifs on the left side of the plot, including, for example, MAZ, ZBTB7, SP/KLF, and PATZ2 are strongly enriched in the enhancers active in endothelial-like cells (Endo, HE, pre-HSC), become less enriched in FL HSC enhancers, and are not enriched in enhancers active in only BM HSCs (Fig. 3F). Most of the TFs that recognize these motifs are not thought of as canonical HSC TFs, but may be important during hematopoietic ontogeny in cells with endothelial-like properties. The opposite pattern is observed for TF motifs on the right side of the plot, which are more canonical HSC TF motifs that are not enriched in the enhancers active in Endo and HE cells. A small group of TF motifs are enriched only in active HE enhancers. Interestingly, two of the implicated HE-specific TFs, SNAI1 and TWIST1, are involved in endothelial to mesenchymal transitions (EndMT), a process similar to EHT.

### Repertoire of epigenetically primed enhancers during HSC ontogeny

Both active and epigenetically primed enhancers are marked by H3K4me1, but can be distinguished by the presence (active) or absence (primed) of H3K27ac, and absence of H3K27me3 and H3K4me3 modifications (Calo and Wysocka 2013). Primed enhancers play important roles in cell fate transitions during development and differentiation. Using the CSI-ANN algorithm and our epigenomic data, we predicted between 2574 and 3342 primed enhancers across the five developmental stages. The number of active enhancers is approximately 3.5 times greater than that of primed enhancers at all developmental stages (Fig. 4A; Supplemental Table S8). Enhancers can be activated with or without prior epigenetic priming; activation without priming is considered de novo activation. The two different activation mechanisms suggest different developmental functions of the enhancers. We found that the vast majority of hematopoietic enhancers are activated de novo without priming (Fig. 4B).

**Figure 4.**
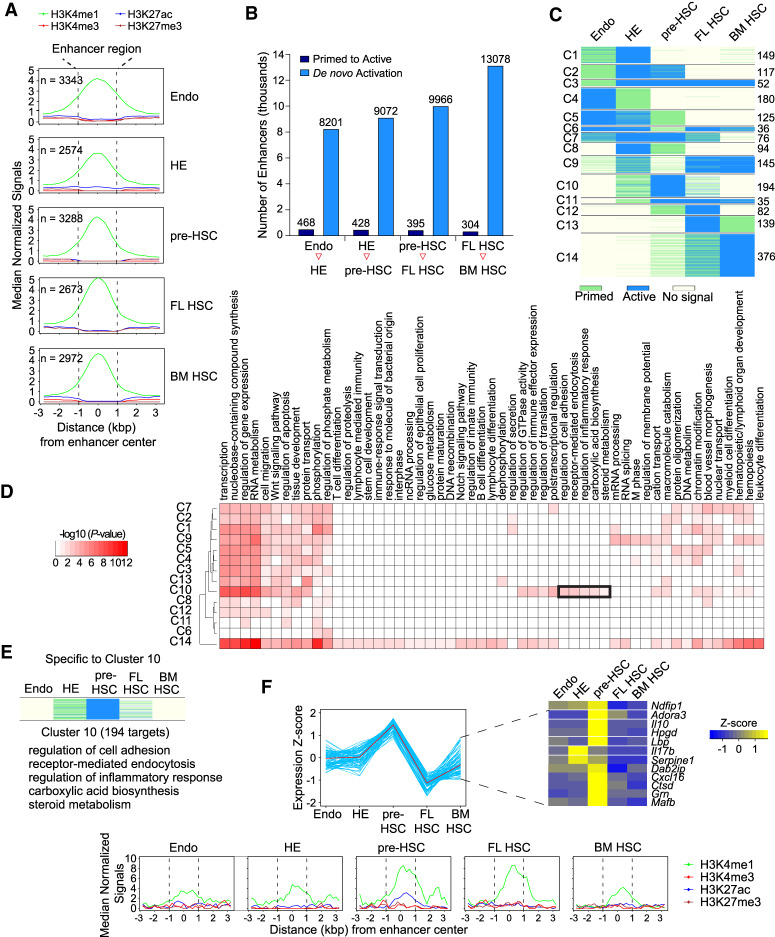
Primed enhancers during HSC ontogeny. (*A*) Metagene plot of normalized histone mark ChIP-seq signals at predicted primed enhancers (*n* indicates total number of primed enhancers identified in each stage) (*B*) Dynamics of primed and de novo activated enhancers during HSC ontogeny between each adjacent stage. (*C*) Clustering based on the activation pattern of the primed enhancers during HSC ontogeny. Cluster number is at the *left* and the number of enhancers within each cluster is at the *right*. (*D*) Enriched GO terms of genes targeted by primed enhancers within each cluster. A black rectangle highlights C10-specific GO terms specific for pre-HSCs. (*E*) Enhancer signal profile and enriched GO terms of predicted target genes of enhancers in cluster 10. (*F*, *top*) Expression of inflammatory response genes in cluster 10. (*Bottom*) Metagene plot of normalized histone mark ChIP-seq signals at primed enhancers targeting the inflammatory response genes in cluster 10.

We next investigated the activation pattern of the primed enhancers during HSC ontogeny (Fig. 4C). We first identified primed enhancers that were activated either in the previous or subsequent developmental stage, and clustered these enhancers using their epigenetic profiles across the five stages. We observed diverse priming-and-activation patterns that can be grouped into 14 distinct clusters (Fig. 4C; Supplemental Table S9). Several groups consist of enhancers with a strong pattern of priming followed by activation (clusters C2, C3, and C12), or conversely, activated, then primed at a subsequent stage (clusters C4, C8, and C13). We also observed enhancers that gradually became primed or activated over several developmental stages (clusters C5 and C14). The different groups of enhancers regulate distinct gene pathways (Fig. 4D). Cluster C10 enhancers (*n* = 194) and their predicted target genes are of particular interest; they are primed in HE, become active in pre-HSCs, gradually lose their H3K27ac marks and revert to primed enhancers in FL HSCs, and subsequently lose their H3K4me1 marks and are deactivated in BM HSCs. The target genes within cluster C10, which are likely involved in regulating the expression of genes important for the specification of HE and formation of pre-HSCs, are enriched for several unique pathways, including regulation of cell adhesion, receptor-mediated endocytosis, regulation of inflammatory response, carboxylic acid biosynthesis and steroid metabolism (Fig. 4E). Several of these pathways, including inflammatory signaling, cholesterol biosynthesis, and vitamin D synthesis (i.e., steroid metabolism) were shown to promote the formation of HSPCs from HE (Li et al. 2014; Cortes et al. 2016; Gu et al. 2019). Consistent with the enhancer activation pattern, expression of the target pathways is also highest in pre-HSCs (Fig. 4F, left panel). For instance, expression of the inflammatory response genes is highest in pre-HSCs (Fig. 4F, right panel), these genes’ enhancers are primed in HE, and become active in pre-HSCs (Fig. 4F, bottom panel). 

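Inflammatory and interferon response genes were higher in pre-HSCs than in HE. Of 34 tested genes 22 rose from HE to pre-HSCs (23 when adjusted over the list alone) and all 34 were higher, with a median log2 fold change of 1.69 (camera, adjusted p = 3.3e-14, and adjusted p = 0.205 with an estimated correlation). Il1b, the cytokine interleukin 1 beta on chromosome 2 from 129190306 to 129196875, is listed at 0 in both HE libraries and was at 13.7, 3.49 and 34.5 FPKM in the pre-HSC libraries. Tnf, tumor necrosis factor, was at 0.0815 and 0.378 FPKM in HE and 13.1, 3.85 and 22.5 in pre-HSCs, a log2 fold change of 3.26 (SE 0.52, limma's adjusted p = 0.00242). Irf1, an interferon-responsive factor, rose from 4.92 ± 0.173 (SD, n = 2) to 24.4 ± 5.33 (SD, n = 3) FPKM, a log2 fold change of 2.08 (SE 0.21, limma's adjusted p = 0.000251). Stat3, a transducer of cytokine signals, rose from 13.6 ± 0.879 (SD, n = 2) to 34.2 ± 2.02 (SD, n = 3) FPKM, a log2 fold change of 1.27 (SE 0.15, limma's adjusted p = 0.000462). Markers of macrophages rose in the same libraries and differed between them, with C1qa at 104, 37.5 and 245 FPKM in pre-HSC replicates 1, 2 and 3, against 0.601 and 0.735 in HE. Of 20 immediate early and heat shock genes, which respond quickly to stress and handling, 9 rose, with a median of 1.52 (camera, adjusted p = 0.0012, and adjusted p = 0.502 with an estimated correlation), and 5 without HE replicate 1. Of 20 genes of MHC and antigen presentation 8 rose, with a median of 0.90 (camera, adjusted p = 0.00385, and adjusted p = 0.481 with an estimated correlation), 3 without HE replicate 1 and 5 without pre-HSC replicate 3.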

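Of the 12 inflammatory response genes shown in Fig. 4F, 10 had their highest mean FPKM in pre-HSCs and 2, among them Il17b, in HE. Among those that limma called from HE to pre-HSCs, Hpgd and Lbp rose and Il17b fell, and from pre-HSCs to FL HSCs 4 of the 12 fell and none rose. The paper chose the 12 genes on these libraries. Lbp, which binds bacterial lipopolysaccharide and lies on chromosome 2 from 158132229 to 158158588, was at 10.3 ± 0.762 (SD, n = 2) FPKM in HE, 34.8 ± 0.865 (SD, n = 3) in pre-HSCs and 7.37 ± 0.319 (SD, n = 2) in FL HSCs, a log2 fold change of 1.66 (SE 0.14, limma's adjusted p = 0.000124). Grn, which encodes progranulin, was at 53.3 and 43.5 FPKM in HE and 130.3, 69.2 and 223 in pre-HSCs, and its fit missed the F test over the populations. Ctsd, cathepsin D of lysosomes, was at 171 and 149 FPKM in HE and 298, 181 and 439.7 in pre-HSCs, with an adjusted p of 0.149 from limma. Cxcl16, a chemokine of macrophages and dendritic cells, was at 2.43, 1.09 and 6.49 FPKM in pre-HSC replicates 1, 2 and 3. Emr1 (F4/80), a macrophage marker, was at 32, 10.4 and 54 FPKM in the same 3 libraries and at 0.00993 and 0.15 in HE. Adora3 and Il10 were below the filter and were not tested.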

In summary, our data suggest genes in multiple pathways are regulated by primed enhancers that respond to signaling pathways important for pre-HSC formation.

### Core transcriptional regulatory circuitries underlying developmental transitions

Little is known about the TRNs during HSC formation from arterial endothelium. We recently developed the target inference via physical connection (TIPC) algorithm for inferring condition-specific TRNs by integrating RNA-seq and histone mark ChIP-seq data (Gao et al. 2019). TIPC first computes probability scores for three key components of transcriptional regulation, including probability of a DNA sequence being an enhancer, probability of a TF binding to an enhancer based on the TF motif model and the enhancer sequence, and probability of enhancer–promoter interaction. The overall score for a TF regulating a target gene is the product of the three component probabilities (Fig. 5A). Using a set of gold standard TF target gene pairs in mouse embryonic stem cells, we demonstrated that TIPC achieves improved accuracy compared with several state-of-the-art methods (Gao et al. 2019). To increase robustness, we scanned the enhancer sequences for each TF motif using the Find Individual Motif Occurrence (FIMO) software (*P* < 1 × 10^−5^). We then applied TIPC to construct condition-specific TRNs for the five developmental stages. On average, each TRN consists of 381 TFs and 6530 target genes (Supplemental Table S10).

**Figure 5.**
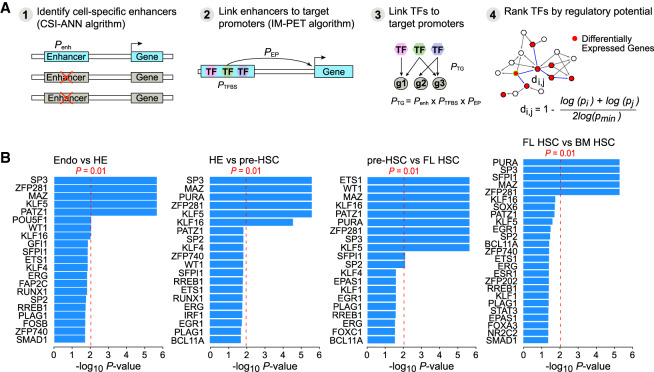
Developmental stage-specific transcriptional regulatory networks (TRNs) and key regulators in the networks. (*A*) Schematic for the computational framework for constructing the TRNs. The framework consists of four key steps: (1) identifying stage-specific enhancers using epigenetic signatures, (2) linking enhancers to target promoters using the IM-PET algorithm, (3) linking TFs to target promoters using a probabilistic scoring function *P*_*TG*_, and (4) identifying key TFs based on their regulatory potential on differentially expressed genes. (*B*) Key TFs predicted for four developmental transitions.

To identify key TFs regulating each developmental transition in HSC ontogeny, we merged developmentally adjacent TRN pairs and represented each gene in the merged network based on its level of differential expression during the transition. Next, we identified key TFs in the differential TRN using a network propagation-based method (Gao et al. 2019). The rationale for our method is that a key TF likely exerts its influence (either directly or indirectly) on the entire set of differentially expressed genes via a shorter regulatory path compared with paths from less important TFs. We predicted the sets of key TFs for each developmental transition using a heuristic method (Fig. 5B; Supplemental Material; Supplemental Fig. S8; Supplemental Table S10). Predicted TFs that were not expressed (FPKM = 0) at the particular developmental stage were removed from the final prediction. 

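Of the 34 transcription factors named in Fig. 5B, 33 were measured and 1, Tfap2c, was not analysed here. The highest mean FPKM lay in BM HSCs for 17, in FL HSCs for 8, in pre-HSCs for 5, in Endo for 2 and in HE for 1. Limma called 23 of them in at least 1 transition. Into pre-HSCs 8 rose and 2 fell, and into FL HSCs 6 rose and 7 fell. Bcl11a, the factor that silences fetal globin genes, rose from 13.1 ± 0.737 (SD, n = 3) FPKM in pre-HSCs to 71 ± 6.05 (SD, n = 2) in FL HSCs, a log2 fold change of 2.35 (SE 0.14, limma's adjusted p = 9.69e-07). Ets1 and Epas1, factors active in endothelium, were at 94.2 ± 15.4 (SD, n = 3) and 49.3 ± 6.1 (SD, n = 3) FPKM in pre-HSCs and fell into FL HSCs with log2 fold changes of -3.84 and -4.59 (adjusted p = 3.08e-07 and 6.17e-08 from limma). Esr1, the estrogen receptor alpha, was at 0.0621 and 0.0721 FPKM in the FL libraries and 6.69 ± 0.159 (SD, n = 2) in BM HSCs, a log2 fold change of 2.85 (SE 0.18, limma's adjusted p = 2.07e-05). Sox6, a repressor of embryonic globin, rose from 1.43 ± 0.103 (SD, n = 2) to 15.4 ± 0.134 (SD, n = 2) FPKM with a log2 fold change of 2.76 (SE 0.24, limma's adjusted p = 0.000107). Maz and Sp3, zinc finger factors of GC-rich promoters, were at 136 ± 18.4 (SD, n = 2) and 14 ± 2.28 (SD, n = 2) FPKM in Endo and at 164 ± 10.8 (SD, n = 2) and 36.7 ± 7.53 (SD, n = 2) in BM HSCs. Limma called Sp3 up from HE to pre-HSCs and in no other transition. Maz was called in no transition, and its mean was highest in FL HSCs. Foxc1, a forkhead factor of mesenchyme and vessels, was at 24.2 ± 4.05 (SD, n = 2) FPKM in Endo and is listed at 0 in both FL and both BM libraries. Fosb, an immediate early factor, was at 106 and 0.664 FPKM in the 2 BM libraries.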

Expression levels of the predicted TFs across the developmental stages are shown in Supplemental Figure S9. TIPC predicted known regulators of HSC ontology, such as RUNX1 and GFI1, which are essential for EHT (Fig. 5B; North et al. 1999; Lancrin et al. 2012). Two other TFs predicted by TIPC, FOSB and SPI1, were sufficient to reprogram endothelial cells to HSCs when transiently expressed with RUNX1 and GFI1 (Sandler et al. 2014; Lis et al. 2017). Additional validated TFs that play a role in HE and/or HSPC formation predicted by TIPC were SP3, ETS1, ERG, and TFs belonging to the BMP-SMAD1 pathway (Van Loo et al. 2003; Wilson et al. 2010; Zhang et al. 2014). TIPC also predicted TFs that have yet to be implicated in HSC formation, such as Myc-associated zinc finger (MAZ). SP3 and MAZ were chosen to further validate because they were predicted to be regulators of multiple stages, and neither TF was known to regulate EHT, a step of interest for generating ex vivo HSCs.

### Novel roles of SP3 and MAZ in embryonic hematopoiesis

SP3 regulates fetal hematopoiesis in mice; germline deletion of *Sp3* resulted in hypocellularity of the fetal thymus and liver, a partial block at the CD4 CD8-double-positive stage of T-cell development, a decrease in the number of pre-B cells, and a delay in the appearance of definitive erythrocytes (Van Loo et al. 2003). The erythrocyte defect resulted from impaired erythrocyte differentiation and was not due to reduced EMP formation in the yolk sac. Fetal liver cells from E12.5 SP3-null embryos were able to engraft adult mice, but contributed to B and T cells only, and not to erythroid or myeloid lineage cells, hence, were defective in multilineage engraftment. All defects were identified in fetuses ranging in age from E12.5 to E18.5, from hematopoietic cells in organs colonized by HSPCs, and were not examined at the sites of HSPC origin. The impact of SP3 deletion was also analyzed in ES cell cultures, where it decreased the number of primitive erythroid progenitors (Gilmour et al. 2019). Whether SP3 played a role at the transitions predicted by TIPC, between Endo to HE, or HE to pre-HSCs, was not examined in either study (Van Loo et al. 2003; Gilmour et al. 2019). No role for MAZ in any aspect of hematopoiesis is reported.

To validate the predictive power of the TIPC algorithm to identify TFs important in hematopoietic ontogeny, we used CRISPR-Cas9 to knock out the orthologs of *Sp3* and *Maz* in zebrafish embryos. We focused on the impact of the mutations on HE, since this is the first step in hematopoietic ontogeny for which a role for SP3 and MAZ was predicted. The cellular and genetic programs mediating HE specification are highly conserved in mice and zebrafish (Carroll and North 2014). *Runx1*^+^ HE cells in zebrafish embryos appear in the dorsal aorta at 22 h postfertilization (hpf), and the first *c-myb*^+^ cells (equivalent to IAC cells) differentiate from HE cells at 25 hpf. HSPCs expressing both *kdrl* and *c-myb* then migrate to and seed the caudal hematopoietic tissue (CHT), the mouse fetal liver equivalent, at 48 hpf. Both *Sp3* and *Maz* have two orthologs in zebrafish (*sp3a* and *sp3b* for *Sp3*, *maza* and *si:ch211-166g5.4* for *Maz*), and we knocked out all four genes (Fig. 6A,B; Supplemental Tables S11, S12). The editing frequency for each gene was at least 85.5%, although total protein levels for the *Sp3* knockout were reduced by only 50% as the antibody used in the Western blot also recognizes SP4 (Fig. 6A,B). *Runx1* and *c-Myb* expression in the dorsal aorta peaked in control embryos at 27 hpf and 30 hpf, respectively (Supplemental Fig. S10); knockout of *Sp3* (*sp3a* + *sp3b*) decreased *Runx1* and *c-Myb* expression (Fig. 6C,D), as did knockout of the two *Maz* orthologs (Fig. 6E,F). The percentage of mCherry^+^ GFP^+^ HSPCs in 30-hpf *Tg(kdrl:mCherry) Tg(myb:GFP)* embryos was also significantly reduced in both *Sp3* and *Maz* knockout embryos (Fig. 6G,H). To exclude the possibility that reductions in HE and HSPCs were due to antecedent vascular abnormalities, we examined the integrity of blood vessels in *Tg(kdrl:mCherry)* transgenic embryos at 48 hpf when intersegmental blood vessels (ISVs) are present (Tamplin et al. 2015). There were no significant differences in the vascular sprouting patterns, the function of ISVs, or in the diameters of the ISVs, dorsal aortae, or posterior cardinal veins between wild-type and knockout embryos of either genotypes, indicating the decreases in *Runx1* and *c-Myb* expression in *Sp3* and *Maz* knockout embryos resulted from specific defects in HE and HSPCs (Supplemental Fig. S11).

**Figure 6.**
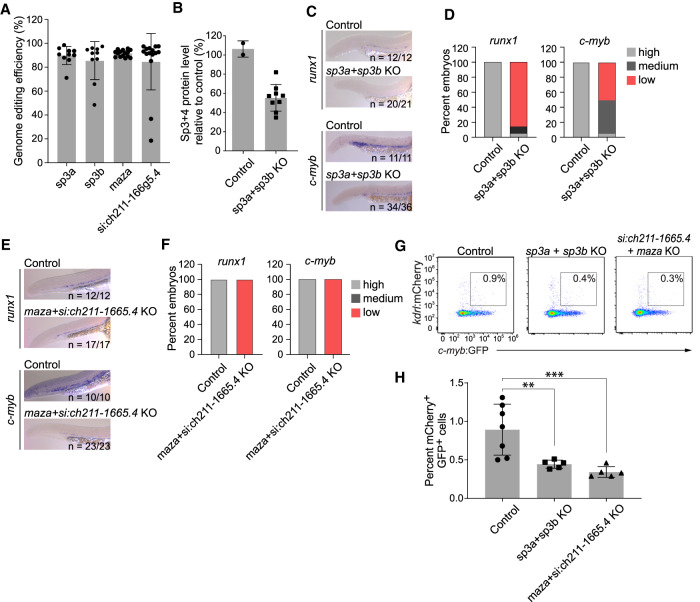
*Sp3* and *Maz* orthologs promote HSPC formation in zebrafish embryos. (*A*) Genome editing efficiency of each sgRNA determined using the tracking of indels by decomposition assay (TIDE). Data represent mean ± SD. *n* = 10 for *sp3a*; *n* = 10 for *sp3b*; *n* = 15 for *maza*; *n* = 15, for *si:ch211-166g5.4*. (*B*) Relative protein level of SP3 and SP4 in the knockout (KO) embryos. Because the only zebrafish antibody available is against both SP3 and SP4, the level of reduction of SP3 protein shown here is an underestimate. Data represent mean ± SD, *n* = 2 for-wild type embryos; *n* = 9 for *sp3* knockout embryos. (*C*) Representative whole-mount in situ hybridization (WISH) images for *runx1* and *c-myb* in the AGM region of 27 hpf and 30 hpf embryos, respectively. Embryos were injected with CRISPR guide RNAs targeting the *Sp3* orthologs *sp3a* and *sp3b*. The numbers of embryos with reduced *runx1* or *c-myb* expression relative to the number examined are indicated. (*D*) Bar graph depicting percentage of embryos with high, medium, and low *runx1* and *c-myb* expression following injection of sgRNAs targeting *Sp3* orthologs, and controls (summary of results in *C*). (*E*) Representative WISH images for *runx1* (27 hpf) and *c-myb* (30 hpf) in the AGM region of control and KO embryos injected with CRISPR guide RNAs targeting both *Maz* orthologs, *maza* and *si:ch211-166g5.4*. (*F*) Percentage of embryos with high, medium, and low reporter gene expression after injection of sgRNAs targeting the *Maz* orthologs. (*G*) Representative flow cytometry showing gating strategy for mCherry^+^ GFP^+^ HSPCs from embryos transgenic for *kdrl:mCherry* and *c-myb:GFP* reporter genes following KO of *Sp3* or *Maz* orthologs. (*H*) Frequency of mCherry^+^ GFP^+^ HSPCs in 30 hpf wild-type, *Sp3*, and *Maz* knockout embryos. *n* = 7 for wild-type embryos; *n* = 5 for *Sp3* embryos; *n* = 5, for *Maz* knockout embryos; number of experiments = 2. (***) *P* ≤ 0.01; (**) *P* ≤ 0.05.

We next analyzed mouse embryos to confirm SP3's role in specifying HE. SP3-null embryos on a C57BL/6 background die between E14.5 and E18.5 due to cardiac malformations (Van Loo et al. 2007). However, on a mixed C57BL/6 and 129/Ola background, SP3-null mice survived until birth and died from respiratory failure (Bouwman et al. 2000). Since the emergence of HSPCs is dependent on blood flow (North et al. 2009), we generated SP3-null mice on a mixed background (C57BL/6x B6129SF1/J) to ameliorate potential vascular defects resulting from compromised cardiac function. At E10.5, SP3-null embryos displayed no gross vascular abnormalities (data not shown). Close examination of the yolk sac vasculature, the remodeling of which is known to be sensitive to alterations in hemodynamic forces (Lucitti et al. 2007) revealed a hierarchical vasculature structure with vessels of normal caliber, indicating that hemodynamic forces were not appreciably altered (Supplemental Fig. S12A,B).

We enumerated IACs and HE cells in E10.5 SP3-null embryos, when the number of IACs peaks, by whole-mount confocal microscopy. Loss of SP3 reduced the number of CD31^+^RUNX1^+^c-KIT^+^ IACs in the lumen, and CD31^+^RUNX1^+^c-KIT^lo/−^ HE cells in the wall of the dorsal aorta, consistent with a role for SP3 in specifying HE (Fig. 7A–C). SP3 loss also decreased the frequency of functional HE cells. We purified a population of CD44^lo/+^ endothelial cells enriched for HE (Oatley et al. 2020) from the dorsal aorta of E10.5 embryos and determined the frequency of HE cells within that population ex vivo (Fig. 7D). The frequency of HE cells in SP3-null embryos was reduced by 75% compared with wild-type embryos (Fig. 7D,E), indicating that SP3 promotes the specification of HE cells in the dorsal aorta of mouse embryos.

**Figure 7.**
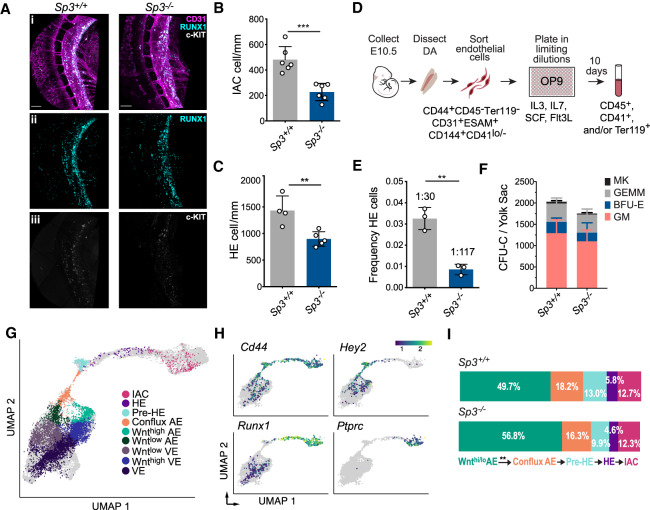
*SP3* regulates the frequency of HE cells in the dorsal aorta of mouse embryos. (*A*) Confocal z-projections (z-intervals = 2.5 µm) of dorsal aortas from E10.5 *Sp3*^+/+^ and *Sp3*^−/−^ mouse embryos. Embryos were immunostained for CD31 (panel *i*), RUNX1 (panels *i*,*ii*) and c-KIT (panels *i*,*iii*). Scale bars, 100 µm. (*B*) Quantification of CD31^+^RUNX1^+^c-KIT^+^ intra-aortic hematopoietic cluster cells in the lumen of the dorsal aortas of E10.5 embryos (mean ± SD, unpaired two-tailed *t*-test). (*C*) Quantification of HE cells (CD31^+^RUNX1^+^c-KIT^−^) in the wall of the dorsal aorta (mean ± SD, unpaired two-tailed *t*-test). (*D*) Illustration of a limiting dilution assay to determine the frequency of functional HE cells in a purified population of CD44^+^ endothelial cells enriched for HE. (*E*) Frequency of HE cells in CD44^+^CD45^−^Ter119^−^CD31^+^ESAM^+^CD144^+^CD41^lo/−^ cells purified from the dorsal aortas of E10.5 *Sp3*^+/+^ or *Sp3*^−/−^ embryos (mean ± SD, unpaired two-tailed *t*-test). Each replicate consisted of pooled cells from separate litters of E10.5 embryos collected in independent experiments. (***) *P* ≤ 0.001; (**) *P* ≤ 0.01. (*F*) Colony-forming unit cells (CFU-Cs) per E10.5 YS (mean ± SD). (MK) Megakaryocyte; (GEMM) granulocyte macrophage–erythroid–megakaryocyte; (BFU-E) erythroid blast-forming unit; (GM) granulocyte macrophage. Data are from three independent litters. (*G*) Projection of combined *Sp3^+/+^* and *Sp3^−/−^* cells onto the EHT trajectory from Zhu et al. (2020). Cell types were annotated using a k-nearest-neighbor classifier (see Supplemental Material). AE is defined by gene module scoring of arterial-specific genes (*Efnb2*, *Nrp1*, *Gja5*, *Bmx*, *Notch1*, *Notch4*, *Dll4*, *Jag1*, *Jag2*, *Acvrl1*, *Epas1*, *8430408G22Rik*, and *Vegfc*) relative to venous-specific genes (*Ephb4*, *Flt4*, *Nrp2*, *Nr2f2*, and *Emcn*) as described in Zhu et al. (2020). (*H*) Expression pattern of selected cell type-specific genes on the UMAP plot. (*I*) Fraction of Wnt^high/low^ AE, conflux AE, pre-HE, HE, and IAC cells in Ter119^−^CD41^lo/−^CD31^+^CD144^+^ESAM^+^ cells purified from E10.5 *Sp3^+/+^* versus *Sp3^−/−^* embryos. Only the difference in the proportion of cells in Wnt^high/low^ AE versus conflux AE was significant (*P* < 0.006, proportion test).

To determine when during the specification of HE SP3 is required, we purified cells with endothelial markers from the dorsal aorta of E10.5 embryos and performed single cell RNA-seq (scRNA-seq). We recently showed that cells expressing endothelial markers form a continuous trajectory in a uniform manifold approximation projection (UMAP) plot, with several identifiable transitional stages (Fig. 7G; Zhu et al. 2020). HE is derived from arterial endothelium (AE), which we defined by higher expression of arterial-specific genes (e.g., *Efnb2, Nrp1, Dll4*) relative to venous-specific genes (e.g., *Ephb4*, *Nrp2*, and *Nr2f2*) (Zhu et al. 2020). The AE cells form two streams in the UMAP trajectory, one containing cells expressing high levels of Wnt target genes (Wnt^hi^ AE), and the other expressing lower levels of Wnt target genes (Wnt^lo^ AE). Wnt^hi^ and Wnt^lo^ AE converge to form a population of CD44^+^ AE cells called “conflux AE,” which in turn gives rise to prehemogenic endothelial cells (pre-HE) expressing high levels of Notch target genes (e.g., *Hey2*) (Fig. 7G,H). A portion of pre-HE cells differentiate into *Runx1*^+^HE cells, which then form *Ptprc*^+^IACs (Fig. 7G,H). We examined how SP3 loss affected the distribution of cells between each of the stages from Wnt^hi/lo^AE cells to IACs. scRNA-seq data of cells expressing endothelial markers purified from the dorsal aorta of E10.5 SP3 wild-type and null embryos, mapped onto the UMAP plot of our previous data, revealed a significant increase in the proportion of Wnt^hi/lo^ AE cells in SP3-null embryos, and a corresponding decrease in conflux AE and subsequent populations, suggesting that SP3 regulates the transition from Wnt^hi/lo^AE to conflux AE (Fig. 7I). We did not observe significant inefficiencies at later steps in the trajectory, but cannot rule them out, since the small numbers of cells at later stages were likely insufficient to detect small perturbations in their distribution (Supplemental Table S16). In summary, the scRNA-seq data indicate that SP3 regulates the efficiency of HE specification starting at a relatively early stage, at the transition between Wnt^hi/lo^ AE cells and conflux AE, in contrast to the perturbation caused by haploinsufficiency of Runx1 that occurs at the pre-HE to HE transition (Zhu et al. 2020).

To confirm that the inefficiency in HE specification in SP3-null embryos was not due to defects in blood flow, we analyzed the scRNA-seq data for the expression of several flow-regulated genes. There was no significant difference in the expression of *Nos3* (eNOS) (Supplemental Fig. S12C), encoding nitric oxide synthase 3, which is regulated by laminar shear stress (Topper et al. 1996). The expression of other genes regulated by flow including *Cav1, Nrf2*, and *Klf2* was also unaffected by SP3 loss. Therefore, as in the zebrafish embryo, any defects in HSPC formation in SP3-null mouse embryos were not caused by secondary effects from cardiac abnormalities and impaired blood flow. Interestingly, loss of SP3 had no effect on EMP formation in the yolk sac (Fig. 7F), confirming a previous study (Van Loo et al. 2003), indicating that SP3 does not regulate the specification of yolk sac HE, but is required only in arterial HE. This further validates the ability of TIPC to predict TFs required for definitive hematopoiesis in the major arteries of the embryo.

## Discussion

Here we provide the first comprehensive map of the transcriptome and the epigenome throughout HSC ontology from the major arteries. We defined transcriptional enhancers that are primed or activated at five distinct stages of endogenous definitive hematopoiesis in the AGM. 

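The share of the 14708 tested genes that limma called was 0.129% between Endo and HE, 11.3% between HE and pre-HSCs, 25% between pre-HSCs and FL HSCs and 10.1% between FL and BM HSCs, a mean of 11.6%. Over the 37820 genes of the deposited table the mean share was 4.52%. Among the genes behind the largest share, H19, an imprinted noncoding RNA of fetal tissue, went from 3859 ± 252 (SD, n = 3) FPKM in pre-HSCs to 525 ± 109 (SD, n = 2) in FL HSCs.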

Thirty percent of the identified enhancers are specifically active at one developmental stage, which exceeds the percentage of differentially expressed genes (12%) between any two adjacent developmental stages. These results suggest that the *cis*-regulatory landscape is more dynamic than gene expression during HSC ontogeny, and that enhancer patterns may be finer-grained descriptors of cellular differentiation stages than gene expression. It is possible that the excess of stage-specific enhancers relative to stage-specific gene expression may be driven by a need for combinatorial regulation by multiple enhancers to achieve specific complex expression patterns. Alternatively, or in addition, an inherent redundancy may be built into the regulatory program to achieve evolutionary robustness.

Enhancer priming enables fast and sustained transcriptional responses to signaling, but it is not a prerequisite for the establishment of active enhancers. Lara-Astiaso et al. (2014) found that 40% of enhancers are established de novo during the differentiation from HSCs to mature hematopoietic cells, and the establishment of de novo lineage-specific enhancers occurs mainly at the root of the commitment point in the first progenitor of the lineage. Studies on B-cell development support this finding and also show that early priming makes only a minor contribution to enhancer repertoire establishment during B-cell development (Luyten et al. 2014). In our study, de novo activation is the primary method (>94.6% for all active enhancers), suggesting that it plays a major role in hematopoietic ontogeny.

Our study confirmed the importance of the broadly expressed TF SP3 in HSC ontogeny (Van Loo et al. 2003), and identified a role for the related protein MAZ. Validation of other predicted TFs or combination of TFs will be the focus of future studies. The TIPC algorithm predicted a role for SP3 at several stages of hematopoietic ontogeny including in HE, and indeed SP3 loss decreased the number of phenotypic and functional HE cells. However, the scRNA-seq data indicate that the reduction in HE cells is largely due to inefficiency at a transition within the heterogeneous Endo population, between Wnt^hi/lo^ AE and conflux AE. Interestingly, scRNA-seq detected very few differentially expressed genes in WT and SP3 KO endothelial cells (data not shown), suggesting that SP3 may mediate very small alterations in the expression of a large number of genes that do not cross the threshold of detectability. TIPC also predicted a role for SP3 in the transition from HE to pre-HSCs but scRNA-seq did not confirm this prediction, either because the number of HE and IAC cells captured by scRNA-seq was too small to detect a difference (Supplemental Table S16), or that the E11.5 pre-HSCs used in the TIPC analysis are not equivalent to the E10.5 IAC cells profiled by scRNA-seq.

SP3 and MAZ are zinc finger proteins that recognize similar, although distinct, GC-rich DNA sequences (Van Loo et al. 2007). Twenty seven percent of human promoters contain GC-rich regions, making GC boxes the most prevalent promoter motifs (FitzGerald et al. 2004). The ubiquitously expressed TFs that bind GC boxes are capable of regulating a large number of genes involved in fundamental cellular processes including proliferation, apoptosis, migration, adhesion, and angiogenesis. The tissue-specific activity of these TFs is determined by their interaction with lineage-specific TFs. For example, SP3 was reported to bind regions occupied by RUNX1 and PU.1 in myeloid cells (Lennartsson et al. 2003), and SP1 has been reported to physically interact with RUNX1 (Wei et al. 2008), GATA2 (Maeda et al. 2010), and the SCL complex consisting of SCL, LMO2, and GATA1/2 (Lécuyer et al. 2002).

The cell type-specific activity of broadly expressed TFs could be conferred by the chromatin landscape established by lineage-specific TFs. This model is supported by data showing that loss of SP1 in ES cells had little effect on chromatin structure, and that SP1 and SP3 primarily bind in regions of accessible chromatin marked by the presence of H3K27ac and H3K4me3, and the absence of H3K9me3 (Gilmour et al. 2019). Our data fit with the model proposed by Gilmour et al. (2019) suggesting that ubiquitous factors, such as SP3 and MAZ, are important for establishing a stable promoter structure that interacts with distal regulatory elements. In this model, lineage-specific factors are responsible for making the correct distal regulatory elements accessible for ubiquitously expressed factors to interact with.

The stage-specific enhancers and core transcriptional regulatory circuitries identified in this study will be an important resource for isolating transitional cell populations during hematopoietic ontogeny, as well as for the de novo generation of HSCs from induced pluripotent stem cells (iPSCs) or other cell sources. Currently, the majority of protocols for deriving HSCs from iPSCs recapitulate yolk sac hematopoiesis, which produces a different complement of HSPCs than the major arteries (Slukvin and Uenishi 2019). Protocols for ex vivo HSPC production could be improved by a more comprehensive understanding of endogenous definitive hematopoiesis in the major arteries, and of the differences between HE in both sites. In addition, previous attempts to reprogram endothelial cells to become HSCs used TFs specifically expressed in HSCs versus endothelial cells (Lis et al. 2017). The efficiency of this process could potentially be improved by also introducing TFs normally expressed during HSC ontogeny in the arterial endothelial cell precursors of HSCs.

## Materials and methods

### Mouse strains

Hemogenic and nonhemogenic endothelial cells were purified from *Runx1*^*tm4Dow*^ embryos (Lorsbach et al. 2004). Pre-HSCs and embryonic HSCs were isolated from B6.Cg-Tg(Ly6a-GFP)G5Dzk/J embryos. Female B6C3F1/J mice were mated with male B6129SF1/J mice to generate E14.5 fetuses for purifying fetal liver HSCs. Pairs of 6- to 8-wk-old female and male B6C3F1/J and B6129SF1/J mice were used to isolate bone marrow HSCs. *Sp3* mutant mice (B6.129P2-Sp3^tm1Sus^/Cnrm) were obtained from the EMMA repository (EM:02429) and genotyped as described in Krüger et al. (2007). We crossed C57BL6 *Sp3*^+/−^ males to B6129SF1/J wild-type females (The Jackson Laboratory 101043) to obtain F1 *Sp3*^+/−^ females, with which we performed timed matings with C57BL6 *Sp3*^+/−^ males to obtain *Sp3*^−/−^ embryos for analysis. The University of Iowa and University of Pennsylvania Offices of the Institutional Animal Care and Use Committee (IACUC) review boards approved these studies. This study was performed in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All of the animals were handled according to approved IACUC protocols.

### Low cell number ChIP-seq

ChIP-seq was done using a low cell number ChIP-seq protocol developed by us (Gao et al. 2019). About 2000 cells were used per IP and libraries were prepared using the ThruPLEX-FD preparation kit or ThruPLEX DNA-seq (Rubicon Genomics). Libraries were sequenced on an Illumina HiSeq 2500 sequencer in single-end mode with read length of 50 nt.

### RNA sequencing

Cells were sorted into TRIzol-LS (Invitrogen) and total RNA was purified using RNeasy micro kit (Qiagen) and analyzed for integrity using RNA 6000 pico kit for 2100 Bioanalyzer (Agilent). mRNA was purified from total RNA using NEBNext Poly(A) mRNA magnetic isolation module (NEB). Poly(A)-selected mRNA was fragmented to an average size of 300 nt, reverse-transcribed, and converted to a paired-end sequencing library using NEBNext Ultra RNA library preparation kit for Illumina (NEB) according to the vendor's instructions. Libraries were sequenced on an Illumina HiSeq 2500 sequencer in paired-end mode with the read length of 75 nt.

### Reagents

All antibodies used in this study are listed in Supplemental Table S13. All PCR primers are listed in Supplemental Table S14.

### Data availability

All data generated in this study has been deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE135601.

## Supplementary Material

Supplemental Material

# Supplementary material for: Transcriptional regulatory network controlling the ontogeny of hematopoietic stem cells
**Source:** Genes Dev. 2020 Jul 1;34(13-14):950–64. doi: 10.1101/gad.338202.120
**Supplement:** Supplemental Material

Transcriptional regulatory network controlling the ontogeny of hematopoietic stem cells — Supplemental Material 

# Transcriptional regulatory network controlling the ontogeny of hematopoietic stem cells

## Supplemental Material

- Supplemental\_Figs.zip
- Supplemental\_Fig\_S4.pdf
- Supplemental\_Fig\_S5.pdf
- Supplemental\_Fig\_S6.pdf
- Supplemental\_Fig\_S7.pdf
- Supplemental\_Fig\_S8.pdf
- Supplemental\_Fig\_S10.pdf
- Supplemental\_Fig\_S11.pdf
- Supplemetnal\_Materials-EH.docx
- Supplemental\_Table\_S1-NEW.docx
- Supplemental\_Table\_S2-NEW.docx
- Supplemental\_Table\_S3\_NEW.xlsx
- Supplemental\_Table\_S4.docx
- Supplemental\_Table\_S5.docx
- Supplemental\_Table\_S6.xlsx
- Supplemental\_Table\_S7.xlsx
- Supplemental\_Table\_S8.xlsx
- Supplemental\_Table\_S9.xlsx
- Supplemental\_Table\_S10.xlsx
- Supplemental\_Table\_S11.docx
- Supplemental\_Table\_S12.docx
- Supplemental\_Table\_S13.docx
- Supplemental\_Table\_S14.docx
- Supplemental\_Table\_S15.xlsx
- Supplemental\_Table\_S16.docx

# Supplementary material for: Transcriptional regulatory network controlling the ontogeny of hematopoietic stem cells
**Source:** Genes Dev. 2020 Jul 1;34(13-14):950–64. doi: 10.1101/gad.338202.120
**Supplement:** Supplemental Material

**Transcriptional regulatory network controlling the ontogeny of hematopoietic stem cells**

Peng Gao^1,10^, Changya Chen^1,10^, Elizabeth D. Howell^2,3,10^, Yan Li^2,8,10^, Joanna Tober^2^, Yasin Uzun^1^, Bing He^1,9^, Long Gao^4^, Qin Zhu^5^, Arndt Siekmann^2^, Nancy A. Speck^2,6,*^, and Kai Tan^1,2,4,7,*^

^10^These authors contributed equally to this work.

**Supplemental Materials**

**Supplemental Methods**

**Tissue dissection and cell purification using fluorescence-activated cell sorting**

Hemogenic and non-hemogenic endothelial cells: Embryos were collected from B6C3F1 female mice mated to *Runx1^tm4Dow^* male mice and dissected in 1× PBS + 10% FBS + 1% Penicillin-Streptomycin (Gibco). AGM regions, umbilical and vitelline vessels were separately collected and digested in 0.125% collagenase (Sigma) for 1 hour at 37 °C. Cells were washed and stained in an antibody cocktail against CD41, CD31, c-Kit, CD45 (eBiosciences) and 7-AAD or DAPI (Invitrogen). Cells were sorted on a Becton Dickinson (BD) FACS Jazz (BD Biosciences) or BD Influx into 1× PBS + 20% FBS + 25 mM HEPES in a 1.5 mL LoBind tube.

Pre-HSCs: 5 IU of pregnant mare serum gonadotropin (Sigma) and 5 IU of human chorionic gonadotropin (Sigma) were injected into 3 weeks old B6C3F1/J female mice by intraperitoneal injection to stimulate superovulation, and mated to (Ly6a:GFP) male mice [B6.Cg-Tg(Ly6a-GFP)G5Dzk/J] [(Ma et al. 2002)](https://paperpile.com/c/POiN9L/D4NL). AGM, vitelline and umbilical arteries were dissected from E11.5 Ly6a:GFP^+^ embryos. Pooled tissues were dissociated with collagenase (Sigma). Cells were washed and resuspended in 1× PBS + 10% FBS (Gibco) and stained with antibodies against CD31, c-Kit, ESAM and CD144. Dead cells were excluded by DAPI staining (Invitrogen). Cells were sorted on a BD Influx into 1 mL 1× IMDM + 50% FBS in a 1.5 mL LoBind tube.

E14.5 FL HSCs: B6C3F1/J female mice were mated with B6129SF1/J male mice, and fetal livers were dissected from E14.5 embryos. Single cell suspensions were prepared by mechanical dissociation and expelling the cells through 40 μm cell strainer, followed by red blood cell lysis using ACK lysing buffer (Lonza). Cells were washed and stained with an antibody cocktail of CD150, CD117 (c-Kit), Ly-6A/E (Sca1), CD48, Ly6G/Ly-6C (Gr-1), CD11b, TER-119, CD4, CD8a, CD45R/B220, CD3ε and CD11c. Washed cells were filtered through 40 µm cell strainer twice and Hoechest 33258 stock solution was added just prior to FACS. Cells were sorted by yield sort first followed by purity sort to obtain long-term HSCs (Lin^-^ Sca1^+^c-Kit^+^ CD150^+^ CD48^-^).

Bone marrow HSCs: Cells from long bones were suspended and incubated with anti-CD16/32 and anti-CD117 microbeads (Miltenyi Biotec) sequentially. Cells were washed twice with 1× PBS + 2% FBS and fed to autoMACS (Miltenyi Biotec) to enrich for CD117^+^ cells. Enriched cells were stained with the antibody cocktail against the following antigens: CD150, CD117 (c-Kit), Ly-6A/E (Sca1), CD135, CD48, Ly6G/Ly-6C (Gr-1), CD11b, TER-119, CD4, CD8a, CD45R/B220, CD3ε and CD11c (Supplemental Table S13) at 4 °C for 15 min in the dark. Washed cells were filtered twice through a 40 µm cell strainer and Hoechest 33258 stock solution was added just prior to sorting. Cells were sorted by yield sort first followed by purity sort to obtain long-term BM HSCs (Lin^-^Sca1^+^c-Kit^+^CD150^+^CD48^-^CD135^-^).

E10.5 endothelial cells for limiting dilution assay and scRNA-Seq: Embryos were collected from *Sp3*^+/-^ females mated to *Sp3*^+/-^ males. The yolk sac was removed for genotyping, and the embryo was dissected in 1× PBS + 10% FBS (Gibco) + 1% Penicillin-Streptomycin (Gibco). Dorsal aorta regions were isolated by dissection and dissociated in 0.125% collagenase (Sigma) for 40 min. Cells were washed and stained with the following antibodies (1:200) for the limiting dilution assay sort: CD45, Ter119, ESAM, CD41, CD144, CD31, CD44, and DAPI (Invitrogen, D3571) for viability. The following antibodies (1:200) were used for scRNA-Seq sort: Ter119, ESAM, CD41, CD144, CD31, and DAPI (Invitrogen, D3571) for viability. The cells were pooled by genotype and sorted on a BD Influx into αMEM (Thermo Scientific) for limiting dilution assay and 1× PBS + 10% FBS for scRNA-Seq.

**Zebrafish maintenance**

Zebrafish were maintained according to the IACUC-approved protocols at Children’s Hospital of Philadelphia. Zebrafish were bred, and embryos were collected for microinjection within 45 min post fertilization. Post microinjection, embryos were raised in E3 medium in 100 mm Petri dishes at a density of fewer than 100 embryos per dish. All larvae were incubated at 25 °C.

**Limiting dilution assay**

OP9 stromal cells were cultured in αMEM (Thermo Scientific) containing 10% FBS (Gibco) and 1% Penicillin-Streptomycin (Gibco). One day prior to the initiation of the HE assay the OP9 cells were plated at a concentration of 4000 cells/well in 96-well plates. Hemogenic endothelial cell limiting dilution assays were performed by culturing sorted populations on OP9 cells supplemented with 20% FBS + 1% Penicillin-Streptomycin and 10 ng/mL each of SCF, IL-3, Flt3L and IL-7 (all cytokines from PeproTech). Six dilutions were performed with 3 replicates of each. On days 7-10, wells were inspected for hematopoietic colonies using a light microscope. Samples were analyzed using a BD LSRII flow cytometer using the following antibodies (1:200): CD45, c-KIT, Ter119, CD41, and Aqua LIVE/DEAD (Invitrogen, L34966) for viability. Positive wells were identified as wells containing CD41^+^, CD45^+^ and/or Ter119^+^ cells. The HE frequency was calculated using ELDA software [(Hu and Smyth 2009)](https://paperpile.com/c/POiN9L/vo6x).

**Colony forming progenitor assay**

For SP3 colony forming assays, whole yolk sac was dissociated in 0.125% collagenase (Sigma) and 0.03 embryonic equivalents of yolk sacs were plated in replicates. Colonies were scored on a light microscope ten days after plating.

**ChIP-qPCR**

After the ChIP step in the Low-Cell-Number ChIP-Seq protocol, purified DNA from matched IP sample and input sample were subjected to qPCR analysis using iQ SYBR Green Supermix (Bio-Rad). The fold enrichment was computed as 2^-ΔΔCt^, where ΔΔCt is the difference in ΔCt values between the IP sample and the input sample. ΔCt is the cycle number difference between a target region (well-known or predicted enhancer) and a negative control region (without any histone modification signal). Primer sequences are included in Supplemental Table S14.

**ChIP-Seq data processing**

Sequencing reads were mapped to the mouse genome (mm9) using Bowtie2 (v2.2.2) with default parameter setting [(Langmead et al. 2009)](https://paperpile.com/c/POiN9L/7anL). Only uniquely mapped reads with fewer than 2 mismatches were used to compute a normalized signal for each 200 bp bin across the genome. Normalized signal is defined as the following: $normalized signal=IP\left( \frac{Reads in each bin}{Total uniquely mapped reads}\times1000000 \right)-Input\left( \frac{Reads in each bin}{Total uniquely mapped reads}\times1000000 \right)$.

To assess the reproducibility of ChIP-Seq data, for a given histone modification mark, we divided the mouse genome into consecutive 1 kb windows. Normalized ChIP-Seq signals in windows were used for computing genome-wide correlation using Pearson correlation coefficient. Windows with zero signals in both replicates were removed before calculating correlation.

**RNA-Seq data processing and differential expression analysis**

Sequencing reads were aligned to the mouse genome (mm9) using Tophat [(Kim et al. 2013)](https://paperpile.com/c/POiN9L/dXtY). Only uniquely mapped reads with fewer than 2 mismatches were used for downstream analyses. The Ensembl database (release 66) was used as the source of gene annotation. The featureCounts function of the Subread package [(Liao et al. 2014)](https://paperpile.com/c/POiN9L/tSu3) was used to extract both gene-level and transcript-level read counts. Differential expression analysis was performed using the edgeR algorithm [(Robinson and Oshlack 2010)](https://paperpile.com/c/POiN9L/w8nc). ANOVA was first used to identify genes that are differentially expressed across any of the five populations with a False Discovery Rate (FDR) < 0.01. Next, pairwise comparisons were conducted to identify genes differentially expressed between two populations with FDR < 0.05 and fold change > 2.

**Clustering of expression profile using STEM**

Gene expression values were expressed as Fragment Per Kilobase of transcript per Million mapped reads (FPKM). Short-time series expression miner (STEM) [(Ernst et al. 2005)](https://paperpile.com/c/POiN9L/KoFGj) was used for clustering with default parameter setting except that minimum correlation of profile was set to 0.9 to group similar expression profiles.

**Enhancer prediction using histone modification ChIP-Seq data**

Enhancers were predicted using the CSI-ANN algorithm [(Firpi et al. 2010)](https://paperpile.com/c/POiN9L/lzPKn). The inputs to the algorithm are normalized ChIP-Seq signals of four histone marks (H3K4me1, H3K4me3, H3K27ac, and H3K27me3). The algorithm combines signals of all histone marks and uses an artificial neural network-based classifier to make predictions.

**Identification of enriched TF binding motifs at enhancers**

TF DNA binding motifs were downloaded from the Cis-BP database [(Weirauch et al. 2014)](https://paperpile.com/c/POiN9L/AN8H). Similar motifs were merged using TomTom [(Bailey et al. 2009)](https://paperpile.com/c/POiN9L/b6mr). Find Individual Motif Occurrences (FIMO) [(Grant et al. 2011)](https://paperpile.com/c/POiN9L/DuPO) was used to scan enhancer sequences defined by CSI-ANN. A *P*-value cutoff of 1E-5 (multiple testing corrected using Bonferroni’s method) was used to identify binding sites according to the TF motif model. For background, we used 9,500 enhancers from 19 non-hematopoietic cell lines reported by the ENCODE project [(Shen et al. 2012)](https://paperpile.com/c/POiN9L/oexA) (brown adipose tissue, brain (E14.5), cerebellum, cortex, heart (E14.5), heart, intestine, kidney, limb (E14.5), liver (E14.5), liver, lung, mouse embryonic fibroblasts, mouse ESC, olfactory, placenta, spleen, testes, and thymus, Supplemental Table S15). Hypergeometric distribution was used to compute the enrichment *P*-values. Benjamini-Hochberg method was used to correct *P*-values for multiple testing.

**Construction of transcriptional regulatory networks**

We developed a computational pipeline to infer target genes of a TF based on the probabilities of enhancer, TF binding site, and enhancer-promoter linkage. The probability of an enhancer based on its histone mark signals, *P_enh_*, is defined by the CSI-ANN algorithm. The probability of an enhancer-promoter linkage, *P_EP_*, is defined by the IM-PET algorithm. To determine if a TF occupies an enhancer, we first use a compendium of 1147 mouse TF motifs curated in the Cis-BP database [(Weirauch et al. 2014)](https://paperpile.com/c/POiN9L/AN8H). We calculate the probability that a TF is bound to its site in the enhancer, *P_TFBS_*. Given an enhancer sequence *l* and a PSSM *M* representing a TF binding motif, the binding probability can be approximated as following according to [(Stormo and Fields 1998)](https://paperpile.com/c/POiN9L/ZpI5h):

$P\left( A,M \right)=\frac{\sum_{j=1}^{l} e^{s_{j}}}{\sum_{j=1}^{g} e^{s_{j}}}$where *l* is the length of *A* and *g* is the length of the background sequence, *S_j_* is the score of the sequence word starting at position *j* according to the PSSM. In our analysis, we will use the entire sequence of chromosome one as the background. Finally, the probability of a TF regulating a target gene, *P_TG_*, is defined to be the product of the three probabilities, *P_TG_* = *P_enh_* × *P_TFBS_* × *P_EP_*. We included the edges in the network having probability greater than the optimal threshold computed for the AUC for benchmark dataset in our earlier study [(Gao et al. 2019)](https://paperpile.com/c/POiN9L/nzBqh). The network was further pruned by motif analysis such that TFs not having a motif with a significant motif hit in an enhancer targeting the designated target were pruned.

**Identification of key transcription factors based on their regulatory potential**

We used the constructed TRNs to identify key transcriptional factors for the EHT. To this end, we assume that key TFs are closer to the set of differentially expressed genes in the TRN, either via direct or indirect connections. Based on this assumption, we computed a distance between two genes, *i* and *j*, in the TRN as following:

$$d_{ij}=1-\frac{{log}_{p_{i}}+{log}_{p_{j}}}{2{log}_{p_{min}}}$$

where *p_i_* and *p_j_* are the differential expression *P*-values for genes *i* and *j*, respectively. *p_min_* is the minimum differential expression *P*-value among all genes in the TRN. With the distance-weighted TRNs, we calculated an average shortest distance between a given TF and all differentially expressed genes in the network. Statistical significance of average shortest distance was computed using a null distribution based on the given TF and randomly selected genes. We selected the sets of key TF as follows. First we ranked the TFs based on their distance to differentially expressed genes in the TRN. Then, starting from the highest ranked TF, we iteratively computed the cumulative union of the regulons of TF sets, having *n* number of TFs, at *n*^th^ step. Next, we computed the difference between the expected regulon size with the actual regulon size. We set the cutoff for the number of key TFs at the inflection point of the curve.

**Identification of mouse orthologs in zebrafish**

Orthologs of *Sp3* and *Maz* in zebrafish were identified using four databases: MGI (http://www.informatics.jax.org), ZFIN (https://zfin.org), OrthoRetriever (http://lighthouse.ucsf.edu/orthoretriever) and DIOPT (http://www.flyrnai.org/diopt).

**CRISPR-Cas9 mediated gene knockout in zebrafish.**

Genes were knocked out with Alt-R™ CRISPR-Cas9 crRNA from Integrated DNA Technologies (IDT) following the manufacturer’s instructions. Briefly, crRNAs were designed using CRISPOR (http://crispor.tefor.net/). To generate mutants, 900 picoliter of 7.5 µM ribonucleoprotein complex (7.5 µM crRNA and 7.5 µM Cas9 enzyme (IDT)) was injected directly into 1-cell-stage embryos (strain Casper) and up to 200 zebrafish embryos were injected per target gene. Editing efficiency was measured using the TIDE assay. The mRNA and protein levels of target genes were measured using RT-qPCR and Western Blot, respectively. Primer sequences are included in Supplemental Table S14.

**Tracking of indels by decomposition (TIDE)**

Genomic DNA was extracted from embryos using the HotSHOT method [(Meeker et al. 2007)](https://paperpile.com/c/POiN9L/VeAA). A short stretch of genomic region (∼600-800 bp) ﬂanking the target site was ampliﬁed using Q5 Hot Start High Fidelity 2 × Master Mix (NEB). Amplified sequences were purified with the QIAquick PCR purification kit (Qiagen) and sequenced by Sanger sequencing. A fragment amplified using wild type zebrafish was used as a control. Primer sequences are included in Supplemental Table S14.

**Dissection of zebrafish embryos and flow cytometry**

Embryos were collected and anaesthetized in E3 medium containing 0.1 mg/mL tricaine (Sigma). Disaggregation into single-cell suspension was performed as described previously (Stachura and Traver 2016). Flow cytometry was performed on a CytoFLEX S (Beckman Coulter). Data analyses were performed using FlowJo software (FlowJo LLC).

**Analysis of blood vessel diameter in zebrafish**

Blood vessel diameter analysis was done using 48 hpf zebrafish embryos. For dorsal aorta (DA) and posterior cardinal vein (PCV), measurements were taken at the midway point between intersegmental vessels (ISV) along the yolk extension, and the mean was used as an average diameter per embryo. For ISV, 4 measurements were made along each ISV between the DA and the dorsal longitudinal anastomotic vessel (DLAV), and the mean was used as an average diameter per ISV.

**Whole-mount in situ hybridization (WISH) in zebrafish**

Zebrafish embryos were dechorionated using pronase, fixed in 4% paraformaldehyde at 4 °C overnight, dehydrated in methanol and stored at -20 °C. Both sense and anti-sense RNA probes were synthesized from restriction enzyme linearized plasmids transcribed with T7 or SP6 polymerase in the presence of RNA DIG labelling mix (Roche). Newly synthesized probes were purified using mini QuickSpin columns according to the manufacturer’s protocol (Roche). Synthesis of RNA probes was performed as described [(North et al. 2007; Song et al. 2004)](https://paperpile.com/c/POiN9L/KXAX+YZo9). WISH was performed using an established protocol [(Thisse and Thisse 2008)](https://paperpile.com/c/POiN9L/E5HP) with some modifications. Briefly, embryos stored in methanol were rehydrated in successive dilutions of methanol in 1× PBS. After washing in 1× PBST, embryos were permeabilized by digestion with 10 µg/mL proteinase K at room temperature. Digestion with proteinase K was stopped by 4% paraformaldehyde in 1× PBS and embryos were washed in 1× PBST. After prehybridization at 65 °C, the embryos were hybridized in a 70 °C hybridization oven overnight. Following several washes, embryos were incubated with anti-DIG antibody at 4 °C overnight. Embryos were then washed, stained and mounted in 100% glycerol for imaging using a Leica S8 APO stereo microscope with a Leica DFC420 camera. At least 20 embryos per condition were scored.

**Whole-mount immunofluorescence and confocal microscopy**

Embryos and yolk sacs were prepared as described previously [(Yokomizo et al. 2012)](https://paperpile.com/c/POiN9L/tECe). The following primary antibodies were used: CD117 (1:250), CD31 (1:500), RUNX1 (1:250), and SOX17 (1:250). Secondary antibodies were Alexa Fluor 647 (1:500), Alexa Fluor 555 (1:1000) and Alexa Fluor 488 (1:1000). Images were acquired on a Zeiss LSM 710 AxioObserver inverted microscope with ZEN 2011 software. The Zeiss LSM 710 is equipped with 488, 543 and 633 nm wavelengths. Images were processed with Fiji software [(Schindelin et al. 2012)](https://paperpile.com/c/POiN9L/Oldz).

**Quantification of confocal images**

Single RUNX1^+^c-KIT^lo/-^ CD31^+^ cells in the wall of the dorsal aorta were counted for HE cells, and single RUNX1^+^c-KIT^+^CD31^+^ cells in the lumen of the dorsal aorta were counted for intra-aortic cluster cells. Cells were counted within a measured region centered on the vitelline artery using Fiji software [(Schindelin et al. 2012)](https://paperpile.com/c/POiN9L/Oldz). Raw counts of the number of cells were divided by the measured region. For quantification of the diameter of yolk sac vessels, a random region of 62,500µm^2^ was selected from images of small vessels of the yolk sac and 150 vessels were measured within the region. Vessels larger than 40µm were not measured.

**scRNA-Seq**

Sorted cells were immediately processed for library preparation using the 10× Genomics Chromium controller, in conjunction with the Chromium Single Cell 3′ Reagent Kit v3, according to manufacturer’s protocol (CG00052, Rev D). Libraries were quantified using the dsDNA High-Sensitivity (HS) Assay Kit (Invitrogen) on the Qubit ﬂuorometer and the qPCR-based KAPA assay (Kapa Biosystems). Library quality assessment was performed on the Agilent 2100 Bioanalyzer in combination with the Agilent High Sensitivity DNA kit. Indexed libraries were pooled and sequenced on an NextSeq 550 using paired-end 26 × 98 bp read length.

##### **scRNA-Seq data processing and filtering**

Sequencing reads were first pre-processed with the 10× Genomics Cell Ranger pipeline and aligned to the mouse mm10 reference genome. An initial filtering was performed on the raw gene-barcode matrix outputted by the cellranger count function, removing barcodes that have fewer than 1,000 transcripts (quantified by unique molecular identifier (UMI)) and 1,000 expressed genes (“expressed” means that there is at least 1 transcript from the gene in the cell). Barcodes that pass this filter were considered as cells and were used for downstream analysis.

##### **UMAP projection and cell type assignment**

To confidently assign cell types, we projected our scRNA-Seq data onto a UMAP constructed with a reference scRNA-Seq dataset from Zhu et al (Zhu et al. 2020). We first removed contaminant cell types such as erythroid progenitors from our data based on an initial clustering and differential expression analysis. The rest of the cells were then projected onto the EHT trajectory shown in Figure 2B from Zhu *et al*. using the following procedure:

(1) Re-compute principle components (PCs) on log-transformed expression matrix from Zhu *et al*. using variably expressed genes, defined as the top 20% of genes ranked by the Gini coefficient across cell types;

(2) Use the top 20 PCs to compute a UMAP using the *umap* function from uwot R package (“cosine” distance metric, 10 nearest neighbors, and default for the rest of the parameters);

(3) Using the PCA loading matrix, project the SP3 wild type and null cell data onto the PCA space computed in (1), then predict UMAP embedding using *umap_transform* function with the previously computed UMAP model. The final co-embedding of our data with Zhu *et al*. data are shown in Figure 7G.

(4) Cells from this study were then annotated with a 3-nearest-neighbor classifier built on the umap co-embedding. For example, if a cell from this study has 2 out of 3 nearest neighbors from Zhu *et al*. identified as HE, then it was assigned as an HE cell. Equal votes were assigned randomly.

##### **Proportion test on cell type transition**

For consecutive cell types along the EHT trajectory, we tested if the proportion of the later-stage cell type is significantly lower in SP3 null versus wild type samples. For example, to test if the Wnt^high/low^ AE to Conflux AE transition was significantly reduced in SP3 null samples, we compared the ratio of Conflux AE cell counts to the sum of Wnt^low^ and Wnt^high^ AE cell counts in null versus wild type samples, using the two-sample proportion test (implemented in the *prop.test* function in R), with alternative hypothesis set to “less”.

**Reagents**

All antibodies used in this study are listed in Supplemental Table 13. All PCR primers are listed in Supplemental Table 14.

**Supplemental Figures**

**Supplemental Figure S1. FACS gating strategy for purification of the five studied populations.**

1. Endothelial cells (CD31^+^ Kit^-^ CD45^-^ CD41^-^ Runx1:GFP^-^) and hemogenic endothelial cells (CD31^+^ Kit^lo^ CD45^-^ CD41^-^ Runx1:GFP^+^) were purified from the caudal region of E10.5 Runx1:GFP mouse embryos. The vitelline and umbilical arteries were severed from the yolk sac and placenta, respectively, and included in the samples. The liver, digestive tube, tail and limb buds were removed. Shown are representative FACS plots depicting the gating strategy. Numbers on the x- and y-axes are indicated on the first plot on the left, and unless changed are not depicted on plots to the right of the preceding plot.
2. Representative FACS plots for isolation of pre-HSCs (CD31^+^ CD144^+^ ESAM^+^ c-Kit^+^ Ly6a:GFP^+^) from E11.5 Ly6a:GFP embryos.
3. Representative FACS plots from purification of E14.5 FL HSCs (CD150^+^CD48^-^Lineage^-^Sca1^+^c-Kit^+^).
4. Representative FACS plots from purification of BM HSCs (CD150^+^CD48^-^CD135^-^Lineage^-^Sca1^+^c**-**Kit^+^).

**Supplemental Figure S2. Reproducibility of RNA-Seq data.** Pearson correlation coefficient of gene expression level of two biological replicates.

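Across all 37820 genes, Pearson's r of log2(FPKM + 1) between the 2 libraries of a population was 0.988 for Endo, 0.985 for HE, 0.980 for FL HSCs and 0.981 for BM HSCs. Among the 3 pre-HSC libraries it was 0.983 for replicates 1 and 2, 0.983 for 1 and 3, and 0.980 for 2 and 3. These are correlations across genes, which are not independent replicates. On FPKM as deposited, r was 0.979 for Endo and 0.775, 0.970 and 0.772 for the pre-HSC pairs. In pre-HSC replicate 2 the gene with the highest FPKM was the short RNA U6, at 16305. Genes that differed between all 3 pre-HSC replicates included the macrophage gene C1qb, at 171, 58.2 and 389 FPKM. Among the BM libraries the immediate early gene Jun differed, at 558 and 103 FPKM.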

**Supplement Figure S3. RNA-seq differential expression analysis between adjacent stages.**

(**A**) Enriched GO biological process terms among expression clusters. Color shade is proportional to the minus logarithm of enrichment *P*-value. GO: Gene Ontology.

(**B**) Top GO terms for genes downregulated in HE relative to Endo. (**C**) Top GO terms for genes downregulated in pre-HSCs relative to HE. (**D**) Volcano plot of DEGs between pre-HSCs and FL HSCs; selected genes are listed. (**E**) Left, top GO terms for genes down regulated in FL HSCs relative to pre-HSCs. Right, Top GO terms for genes up regulated in FL HSCs relative to pre-HSCs. (**F**) Volcano plot of DEGs between FL HSCs and BM HSCs; selected genes are listed. (**G**) Left, top GO terms for genes down regulated in BM HSCs relative to FL HSCs. Right, Top GO terms for genes up regulated in BM HSCs relative to FL HSCs.

**Supplemental Figure S4. Mapping statistic of histone mark ChIP-Seq data.** ChIP-Seq reads were mapped to the mouse genome (assembly mm9) using Bowtie2 with default parameters. Light blue bars show the number of total reads (in millions). Red dots show the percentages of uniquely mapped reads.

**Supplemental Figure S5. Reproducibility of ChIP-Seq data.** Shown are scatter plots of normalized ChIP-Seq signals of biological replicate samples. ChIP-Seq signals were normalized as (IP_window_/IP_total_) - (Input_window_/Input_total_). Normalized signals were multiplied by 10 million for display purpose. “IP” and “Input” denote immunoprecipitated and input samples; “window” and “total” denote numbers of sequencing reads in a 200 bp window and total number of reads in an experiment. **“**r**”** denotes Pearson correlation coefficient. ChIP-Seq signals in consecutive 1 kb windows (windows for 0 signals in both duplicates were removed) across the genome were used for computing correlations.

**Supplemental Figure S6. Validation of histone modification ChIP-Seq peaks.** All cell populations were purified using FACS. ChIP was performed on each cell population using anti-H3K4me1, H3K4me3, H3K27me3, or H3K27ac antibodies. ChIP enrichment was determined using qPCR. Two independent experiments were performed and each sample was measured in duplicates. (**A-D)**, endothelium; (**E-H)**, hemogenic endothelium; (**I-L)**, pre-HSC; (**M-P)**, FL HSC; (**Q-T)**, BM HSC. Dashed line indicates two fold enrichment.

**Supplemental Figure S7. Characteristics of predicted enhancer-promoter pairs.**

Cumulative distributions of (**A)** the number of promoters that contact an enhancer

and (**B)** the number of enhancers that contact a promoter and (**C)** the number of intervening promoters between a linked enhancer and promoter at the five developmental stages. (**D)** Upset diagram of predicted enhancer-promoter pairs at the five developmental stages. Enhancers were predicted with 5% FDR cutoff using the CSI-ANN algorithm. EP pairs were predicted using the IM-PET algorithm. Each vertical bar represents the number of overlapped EP pairs among the given enhancer sets (indicated by the series of connected solid circles below x-axis). Number of EP pairs in each cell type is indicated by horizontal bars at the bottom.

**Supplemental Figure S8. Determination of threshold for key regulator identification during each developmental transition.** Blue line represents the cumulative percentage of target genes of the set of identified regulators, starting from the highest ranked TF to the lowest ranked TF. Dotted black line represents the expected coverage of target genes if all TFs have target gene sets of the same size. Purple line represents the difference between the observed coverage vs expected coverage. x-axis, rank order of predicted TFs. Red vertical line represents the determined threshold based on the maximal difference between the observed and expected target gene coverage. **(A)** Endo to HE transition. **(B)** HE to pre-HSC transition. **(C)** pre-HSC to FL HSC transition. **(D)** FL HSC to BM HSC transition.

**Supplemental Figure S9. Expression levels of predicted key TFs across the five developmental stages.**

**Supplemental Figure S10. Expression of *runx1* and *c-myb* at different time points in wild type zebrafish embryos.** Representative whole-mount in situ hybridization (WISH) images of expression of *runx1* and *c-myb* at different time points. *runx1* (left column) and *c-myb* (right column) mRNA levels were examined at 4 time points (24 hpf, 27 hpf, 30 hpf and 33 hpf for *runx1*; 27 hpf, 30 hpf, 33 hpf and 36 hpf for *c-myb*). n = 3 to 7 embryos per time point for both *runx1* and *c-myb*.

**Supplemental Figure S11. *Sp3* and *Maz* knockout zebrafish have blood vessel development. (A)** Schematic of the experiment and diagram of vasculature of zebrafish. **(B)** Representative confocal images of the blood vessels in wild type, *Sp3* and *Maz* orthologs knockout embryos. The blood vessels are visualized by using a transgenic zebrafish line Tg(kdrl:mCherry) in which blood vessels are marked with red fluorescence. Scale bar, 200 µm. **(C)** Quantification of average vessel diameter in wild type, *Sp3*, and *Maz* orthologs knockout embryos. DA, dorsal aorta (n = 5); PCA, posterior cardinal vein (n = 5); ISV, intersegmental blood vessels (n = 40). *P*-values were based on unpaired Student's *t*-test. n = 5 embryos for each condition. NS, not significant; error bars indicate standard error of the mean (SEM).

**Supplemental Figure S12. Characterization of loss of SP3 on the vasculature in mouse embryos. (A)** Confocal z-projections (z-intervals = 2.5µm) of yolk sacs from E10.5 *Sp3^+/+^* and *Sp3^-/-^* mouse embryos showing large vessels (top panel) and small vessels (bottom panel). Yolk sacs were immunostained for CD31 and the arterial marker SOX17. Scale bars: 100 µm. **(B)** An example region of the yolk sac (top left) and a zoom in on this region (top right) showing where the diameters of the vessels were measured, indicated with white lines. Bottom panel shows quantification of the diameter of 150 small vessels (< 40 µm) measured from a random 62,500 µm^2^ region of small vessels (mean ± SD, two-way ANOVA of grouped data, no significant difference between genotypes in each bin of vessel size). Data are from 3 embryos of each genotype from 3 independent litters. **(C)** Expression of several example genes that are known to be regulated by flow (*Nos3, Cav1, Klf2,* and *Nrf2*) in all endothelial cells. Expression data are from scRNA-Seq of endothelial cells (Ter119^-^CD4^lo/-^CD31^+^VEC^+^ESAM^+^) purified from the dorsal aortaes of E10.5 *Sp3^+/+^* or *Sp3^-/-^* embryos. Each point represents a single cell.

**Supplemental Tables**

**Supplemental Table 1. Description of purified cells for RNA-Seq.**

**Supplemental Table 2. Description of purified cells for ChIP-Seq..**

**Supplemental Table 3. List of differentially expressed genes at each developmental stage.**

**Supplemental Table 4. Summary statistics of ChIP-Seq data generated in this study.**

**Supplemental Table 5. Known mouse hematopoietic enhancers.**

**Supplemental Table 6. Overlapped enhancers with iChIP.**

**Supplemental Table 7. List of enhancer-promoter pairs.**

**Supplemental Table 8. List of primed enhancers.**

**Supplemental Table 9. List of enhancers that change epigenetic state between primed and activate enhancers during HSC ontogeny.**

**Supplemental Table 10. List of TF-target pairs in constructed transcriptional regulatory networks for four developmental transitions.**

**Supplemental Table 11. Sequences of guide RNAs for CRISPR-Cas9-mediated gene knockout in zebrafish.**

**Supplemental Table 12. CRISPR editing efficiency of *sp3 and maz homologs.*** For each homolog pair (*sp3a* + *sp3b*, *maza* + *si:ch211-166g5.4*), up to 10 individual embryos were assessed for the editing efficiency using the Tracking of Indels by Decomposition (TIDE) assay. Values are mean editing efficiencies of the 10 individual embryos.

**Supplemental Table 13. Antibodies used in this study.**

**Supplemental Table 14. List of PCR primers.**

**Supplemental Table 15. List of ENCODE enhancers for TF enrichment analysis.**

**Supplemental Table 16. Number of cells in each population from *Sp3* scRNA-seq.**

**References**

[Bailey TL, Boden M, Buske FA, Frith M, Grant CE, Clementi L, Ren J, Li WW, Noble WS. 2009. MEME SUITE: tools for motif discovery and searching. *Nucleic Acids Res* **37**: W202–8.](http://paperpile.com/b/POiN9L/b6mr)

[Ernst J, Nau GJ, Bar-Joseph Z. 2005. Clustering short time series gene expression data. *Bioinformatics* **21 Suppl 1**: i159–68.](http://paperpile.com/b/POiN9L/KoFGj)

[Firpi HA, Ucar D, Tan K. 2010. Discover regulatory DNA elements using chromatin signatures and artificial neural network. *Bioinformatics* **26**: 1579–1586.](http://paperpile.com/b/POiN9L/lzPKn)

[Gao P, Uzun Y, He B, Salamati SE, Coffey JKM, Tsalikian E, Tan K. 2019. Risk variants disrupting enhancers of TH1 and TREG cells in type 1 diabetes. *Proc Natl Acad Sci U S A* **116**: 7581–7590.](http://paperpile.com/b/POiN9L/nzBqh)

[Grant CE, Bailey TL, Noble WS. 2011. FIMO: scanning for occurrences of a given motif. *Bioinformatics* **27**: 1017–1018.](http://paperpile.com/b/POiN9L/DuPO)

[Hu Y, Smyth GK. 2009. ELDA: extreme limiting dilution analysis for comparing depleted and enriched populations in stem cell and other assays. *J Immunol Methods* **347**: 70–78.](http://paperpile.com/b/POiN9L/vo6x)

[Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL. 2013. TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol* **14**: R36.](http://paperpile.com/b/POiN9L/dXtY)

[Langmead B, Trapnell C, Pop M, Salzberg SL. 2009. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome Biol* **10**: R25.](http://paperpile.com/b/POiN9L/7anL)

[Liao Y, Smyth GK, Shi W. 2014. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* **30**: 923–930.](http://paperpile.com/b/POiN9L/tSu3)

[Ma X, Robin C, Ottersbach K, Dzierzak E. 2002. The Ly-6A (Sca-1) GFP transgene is expressed in all adult mouse hematopoietic stem cells. *Stem Cells* **20**: 514–521.](http://paperpile.com/b/POiN9L/D4NL)

[Meeker ND, Hutchinson SA, Ho L, Trede NS. 2007. Method for isolation of PCR-ready genomic DNA from zebrafish tissues. *Biotechniques* **43**: 610, 612, 614.](http://paperpile.com/b/POiN9L/VeAA)

[North TE, Goessling W, Walkley CR, Lengerke C, Kopani KR, Lord AM, Weber GJ, Bowman TV, Jang IH, Grosser T, et al. 2007. Prostaglandin E2 regulates vertebrate haematopoietic stem cell homeostasis. *Nature* **447**: 1007–1011.](http://paperpile.com/b/POiN9L/KXAX)

[Robinson MD, Oshlack A. 2010. A scaling normalization method for differential expression analysis of RNA-seq data. *Genome Biol* **11**: R25.](http://paperpile.com/b/POiN9L/w8nc)

[Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T, Preibisch S, Rueden C, Saalfeld S, Schmid B, et al. 2012. Fiji: an open-source platform for biological-image analysis. *Nat Methods* **9**: 676–682.](http://paperpile.com/b/POiN9L/Oldz)

[Shen Y, Yue F, McCleary DF, Ye Z, Edsall L, Kuan S, Wagner U, Dixon J, Lee L, Lobanenkov VV, et al. 2012. A map of the cis-regulatory sequences in the mouse genome. *Nature* **488**: 116–120.](http://paperpile.com/b/POiN9L/oexA)

[Song HD, Sun XJ, Deng M, Zhang GW, Zhou Y, Wu XY, Sheng Y, Chen Y, Ruan Z, Jiang CL, et al. 2004. Hematopoietic gene expression profile in zebrafish kidney marrow. *Proc Natl Acad Sci U S A* **101**: 16240–16245.](http://paperpile.com/b/POiN9L/YZo9)

[Stormo GD, Fields DS. 1998. Specificity, free energy and information content in protein-DNA interactions. *Trends Biochem Sci* **23**: 109–113.](http://paperpile.com/b/POiN9L/ZpI5h)

[Thisse C, Thisse B. 2008. High-resolution in situ hybridization to whole-mount zebrafish embryos. *Nat Protoc* **3**: 59–69.](http://paperpile.com/b/POiN9L/E5HP)

[Weirauch MT, Yang A, Albu M, Cote AG, Montenegro-Montero A, Drewe P, Najafabadi HS, Lambert SA, Mann I, Cook K, et al. 2014. Determination and inference of eukaryotic transcription factor sequence specificity. *Cell* **158**: 1431–1443.](http://paperpile.com/b/POiN9L/AN8H)

[Yokomizo T, Yamada-Inagawa T, Yzaguirre AD, Chen MJ, Speck NA, Dzierzak E. 2012. Whole-mount three-dimensional imaging of internally localized immunostained cells within mouse embryos. *Nat Protoc* **7**: 421–431.](http://paperpile.com/b/POiN9L/tECe)

Zhu Q, Gao P, Tober J, Bennett L, Chen C, Uzun Y, Li Y, Howell ED, Mumau M, Yu W et al. 2020. Developmental trajectory of pre-hematopoietic stem cell formation from endothelium. *Blood*.

# Supplementary material for: Transcriptional regulatory network controlling the ontogeny of hematopoietic stem cells
**Source:** Genes Dev. 2020 Jul 1;34(13-14):950–64. doi: 10.1101/gad.338202.120
**Supplement:** Supplemental Material

**Supplemental Table 1. Description of purified cells used for RNA-Seq.**

| Cell type | Cell surface phenotype | Developmental Stage | No. of biological replicates | No. of embryos/mice dissected | No. of cells per assay |
| --- | --- | --- | --- | --- | --- |
| BM HSC | Lineage^-^Sca-1^+^c-Kit^+^  CD150^+^CD34^-^ | 6-8 weeks | 2 | 10 | 38109 |
| FL HSC | Lineage^-^Sca-1^+^c-Kit^+^  CD150^+^CD48^-^ | E14.5 | 2 | 28 | 42104 |
| Pre-HSC | CD31^+^CD144^+^ESAM^+^  c-Kit^+^Ly6a:GFP^+^ | E11.5 | 3 | 122 | 17820 |
| HE | CD31^+^Runx1:GFP^+^  c-Kit^lo/neg^CD45^-^CD41^-^ | E10.5 | 2 | 264 | 22851 |
| Endo | CD31^+^Runx1:GFP^-^  c-Kit^-^CD45^-^CD41^-^ | E10.5 | 2 | 264 | 294902 |

# Supplementary material for: Transcriptional regulatory network controlling the ontogeny of hematopoietic stem cells
**Source:** Genes Dev. 2020 Jul 1;34(13-14):950–64. doi: 10.1101/gad.338202.120
**Supplement:** Supplemental Material

**Supplemental Table S2. Description of purified cells for ChIP-Seq.**

| Cell type | Cell surface phenotype | Developmental Stage | No. of biological replicates | No. of embryos/mice dissected | No. of cells per assay |
| --- | --- | --- | --- | --- | --- |
| BM HSC | Lineage^-^Sca-1^+^c-Kit^+^  CD150^+^CD34^-^ | 6-8 weeks | 2 | 26 | 18808 |
| FL HSC | Lineage^-^Sca-1^+^c-Kit^+^  CD150^+^CD48^-^ | E14.5 | 2 | 216 | 19823 |
| Pre-HSC | CD31^+^CD144^+^ ESAM^+^  c-Kit^+^ Ly6a:GFP^+^ | E11.5 | 2 | 242 | 26160 |
| HE | CD31^+^Runx1;GFP^+^  c-Kit^lo/neg^CD45^-^CD41^-^ | E10.5 | 2 | 542 | 19647 |
| Endo | CD31^+^Runx1:GFP^-^  c-Kit^-^CD45^-^CD41^-^ | E10.5 | 2 | 44 | 21680 |

# Supplementary material for: Transcriptional regulatory network controlling the ontogeny of hematopoietic stem cells
**Source:** Genes Dev. 2020 Jul 1;34(13-14):950–64. doi: 10.1101/gad.338202.120
**Supplement:** Supplemental Material

**Supplemental Table S4. Summary statistics of ChIP-Seq data generated in this study.**

# Supplementary material for: Transcriptional regulatory network controlling the ontogeny of hematopoietic stem cells
**Source:** Genes Dev. 2020 Jul 1;34(13-14):950–64. doi: 10.1101/gad.338202.120
**Supplement:** Supplemental Material

**Supplemental Table S5. Known mouse hematopoietic enhancers.**

| Enhancer target gene | Enhancer genomic coordinates (mm9) | Reference (Pubmed ID) |
| --- | --- | --- |
| *Erg* | chr16:95660425-95661774 | 21536859 |
| *Fli1* | chr9:32336736-32338015 | 17962413 |
| *Gata2* | chr6:88139710-88141149 | 22996665 |
| *Gata2* | chr6:88152927-88153387 | 17395646 |
| *Gfi1* | chr10:108188068-108188538 | 20516218 |
| *Ly6a* | chr15:74818750-74820500 | 12456959 |
| *Runx1* | chr16:92801501-92802550 | 19321859 |
| *Scl* | chr4:114747481-114749220 | 11731461 |

# Supplementary material for: Transcriptional regulatory network controlling the ontogeny of hematopoietic stem cells
**Source:** Genes Dev. 2020 Jul 1;34(13-14):950–64. doi: 10.1101/gad.338202.120
**Supplement:** Supplemental Material

**Supplemental Table S11. Sequences of guide RNAs for CRISPR-Cas9-mediated gene knockout in zebrafish.**

| Target gene | Target site (5’ to 3’) |
| --- | --- |
| *sp3a* | TCGATGGCGCAGGACGCCAC |
| *sp3b* | CTGACTGCTGTCCACGTCCA |
| *maza* | CAGCGCGGCGGTATCCACCG |
| *si:ch211-166g5.4* | TACCGCAGGTCTCGCATGCG |

# Supplementary material for: Transcriptional regulatory network controlling the ontogeny of hematopoietic stem cells
**Source:** Genes Dev. 2020 Jul 1;34(13-14):950–64. doi: 10.1101/gad.338202.120
**Supplement:** Supplemental Material

**Supplemental Table S12. CRISPR editing efficiency of *sp3 and maz homologs.*** For each homolog pair (*sp3a* + *sp3b*, *maza* + *si:ch211-166g5.4*), up to 10 individual embryos were assessed for the editing efficiency using the Tracking of Indels by Decomposition (TIDE) assay. Values are mean editing efficiencies of the 10 individual embryos.

| Gene | Genome editing efficiency | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | #1 | #2 | #3 | #4 | #5 | #6 | #7 | #8 | #9 | #10 |
| *sp3a* | 98.6% | 82.9% | 86% | 71.3% | 88% | 96% | 93.8% | 90% | 93.7% | 90.8% |
| *sp3b* | 86.5% | 95.1% | 92.1% | 96.1% | 86.8% | 91.8% | 94.7% | 97.5% | 48.5% | 65.8% |
| *maza* | 98.6% | 82.9% | 86% | 71.3% | 88% | 96% | 93.8% | 90% | 93.7% | 90.8% |
| *si:ch211-166g5.4* | 86.5% | 95.1% | 92.1% | 96.1% | 86.8% | 91.8% | 94.7% | 97.5% | 48.5% | 65.8% |

# Supplementary material for: Transcriptional regulatory network controlling the ontogeny of hematopoietic stem cells
**Source:** Genes Dev. 2020 Jul 1;34(13-14):950–64. doi: 10.1101/gad.338202.120
**Supplement:** Supplemental Material

**Supplemental Table S13. Antibodies used in this study.**

| Antibody | Fluorochrome | Cat. No. | Vendor | Purpose |
| --- | --- | --- | --- | --- |
| CD117 (c-Kit) | APC | 17-1171-83 | eBioscience | FACS |
| CD117 (c-Kit) | PerCP-eFluor 710 | 46-1171-82 | eBioscience | FACS |
| CD11b | Alexa Fluor^®^ 488 | 101217 | Biolegend | FACS |
| CD11c | Alexa Fluor^®^ 488 | 117311 | Biolegend | FACS |
| CD135 | BV421 | 562898 | BD Horizon™ | FACS |
| CD144 (VEC) | PE | 12-1441-82 | eBioscience | FACS |
| CD150 | PE-Cyanine7 | 25-1502-82 | eBioscience | FACS |
| CD31 | PE-Cy7 | 25-0311-82 | eBioscience | FACS |
| CD3ε | Alexa Fluor^®^ 488 | 100321 | Biolegend | FACS |
| CD4 | Alexa Fluor^®^ 488 | 100529 | Biolegend | FACS |
| CD41 | FITC | 133904 | Biolegend | FACS |
| CD41 | eFluor 450 | 48-0411-82 | eBioscience | FACS |
| CD41 | PerCP-eFluor 710 | 46-0411-82 | eBioscience | FACS |
| CD44 | APC-Cy7 | 560568 | BD Pharmingen | FACS |
| CD45 | eFluor 450 | 48-0451-82 | eBioscience | FACS |
| CD45 | PE-Cy7 | 25-0451-81 | eBioscience | FACS |
| CD45R/B220 | Alexa Fluor^®^ 488 | 103225 | Biolegend | FACS |
| CD48 | PerCP/Cyanine5.5 | 103422 | Biolegend | FACS |
| CD8a | Alexa Fluor^®^ 488 | 100723 | Biolegend | FACS |
| ESAM | FITC | 136205 | Biolegend | FACS |
| ESAM | APC | 136207 | Biolegend | FACS |
| Ly-6A/E (Sca-1) | PE | 12-5981-83 | eBioscience | FACS |
| Ly-6G/Ly-6C (Gr-1) | Alexa Fluor^®^ 488 | 108417 | Biolegend | FACS |
| TER-119 | Alexa Fluor^®^ 488 | 116215 | Biolegend | FACS |
| TER-119 | eFluor 450 | 48-5921-82 | eBioscience | FACS |
| H3K4me1 | N/A | ab8895 | Abcam | ChIP-Seq |
| H3K4me3 | N/A | 07-473 | Millipore | ChIP-Seq |
| H3K27me3 | N/A | 07-449 | Millipore | ChIP-Seq |
| H3K27ac | N/A | ab4729 | Abcam | ChIP-Seq |
| Sp3+4 | N/A | LS-C354250 | LSBio | Western blot |
| beta actin | N/A | PA5-72633 | Thermo | Western blot |
| CD117 (c-Kit) | N/A | 14-1171-85 | Thermo Fisher | IF |
| CD31 | N/A | 557355 | BD Biosciences | IF |
| RUNX1 | N/A | Ab92336 | Abcam | IF |
| SOX17 | N/A | Ab224637 | Abcam | IF |
| Goat Anti-Rat IgG | Alexa Fluor^®^ 647 | A-21247 | Molecular Probes | IF |
| Goat Anti-Rat IgG | Alexa Fluor^®^ 555 | A-21434 | Molecular Probes | IF |
| Goat Anti-Rabbit IgG | Alexa Fluor^®^ 488 | A-11034 | Thermo Fisher | IF |

# Supplementary material for: Transcriptional regulatory network controlling the ontogeny of hematopoietic stem cells
**Source:** Genes Dev. 2020 Jul 1;34(13-14):950–64. doi: 10.1101/gad.338202.120
**Supplement:** Supplemental Material

**Supplemental Table S14. List of PCR primers.**

| Target region | Sequence (5’ to 3’) | Purpose | |
| --- | --- | --- | --- |
| *sp3a* | TACGGGATGATTCAGGTG  CGAGGACGACACTGAAGA | PCR | |
| *sp3b* | ACAAAGCGAAGGCTCACA  ATACCTTTTCACGCTATGACTGG | PCR | |
| *maza* | CCTGCTTCCCAAAAGTATG  CACTGTTATGTCACAATGCG | PCR | |
| *si:ch211-166g5.4* | TTGGTCCTACCGTGAGAAA  ACACAGTGCTCCTCTCTC | PCR | |
| *sp3a* | TCAGGACAGATACAGTGGCAG  TTGGAGCCGTCTGGAGTTG | RT-qPCR | |
| *sp3b* | GGACAGCAGTCAGAGCGA  GCCGTGAGGTCTGTGGTCT | RT-qPCR | |
| *maza* | GCTGAGCGAGGAGCCCAT  TTACAAATGGAGCAGATGTGAGC | RT-qPCR | |
| *si:ch211-166g5.4* | CGTCAGACAGGTCCATTCTTCAG  GGAACCTTCTCTTCGTGTCTGA | RT-qPCR | |
| *actb1* | GAATCCCAAAGCCAACAGAGAG  AGAGCACAGCCTGGATGG | RT-qPCR | |
| *Scl +*19 enhancer | CCCACCTCACTTTGCCTTC  CGAAGATCACATCCTGTTATTGT | H3K4me1 ChIP-qPCR for all 5 cell types  And H3K27ac ChIP-qPCR for BM HSC | |
| *Actb* promoter | TGGACAAAGACCCAGAGGC  AAAAGCCGTATTAGGTCCATCT | H3K4me3 and H3K27ac ChIP-qPCR for  all 5 cell types |  |
| *Gata5* promoter | GAAGAAAGACGGGCAGACG  TGAACCGACTCAAAAAAGTGG | H3K27me3 ChIP-qPCR for BM HSC,  FL HSC, pre-HSC & HE |  |
| *Gata2* -3 enhancer | GATCTGTGGTGGTAAATGCTG  CCTTCCAGATTATCGCAGC | H3K4me1 and H3K27ac ChIP-qPCR for  FL HSC |  |
| *Cdh5* enhancer | GGGCAAGCAGTCTACCAACA  CAAGGCCAGCCTAAGCAATCT | H3K4me1 and H3K27ac ChIP-qPCR for  Endo |  |
| *Htr2c* promoter | GACTCCTCCCCTCATCCC  GAGAACCAGAGCACCTACCC | H3K27me3 ChIP-qPCR for Endo |  |
| a distal region | AACCTCACACACAACAAGCTG  TGTGATAGGGAGAATGCTTGC | Negative control for all ChIP-qPCR |  |

# Supplementary material for: Transcriptional regulatory network controlling the ontogeny of hematopoietic stem cells
**Source:** Genes Dev. 2020 Jul 1;34(13-14):950–64. doi: 10.1101/gad.338202.120
**Supplement:** Supplemental Material

**Supplemental Table S16. Number of cells in each population from *Sp3* scRNA-seq.**

| Population | *Sp3* WT | *Sp3* KO |
| --- | --- | --- |
| Arterial E | 499 | 494 |
| Conflux E | 183 | 142 |
| Pre-HE | 135 | 86 |
| HE | 59 | 40 |
| IAC | 127 | 107 |

How the deposited data were processed for this re-analysis (not part of the article)

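Gene expression was measured by RNA-seq in 11 libraries of 5 sorted mouse populations, with 2 libraries each of Endo, HE, FL HSCs and BM HSCs and 3 of pre-HSCs. The paper calls them biological replicates and does not say in the text used here whether equal replicate numbers mark a shared litter, sort or day. The authors aligned the reads to mm9 with TopHat, kept uniquely mapped reads with few mismatches, and used Ensembl genes. The submitters' processing notes also name Cufflinks, Subread and edgeR, and give no versions. The authors deposited 1 table of FPKM values per gene and library, and which tool made the FPKM is not given in the sources used here. The paper's own test used counts and edgeR, a step that FPKM values do not allow to be repeated.

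The table holds 37820 gene IDs, of which 37038 (97.9%) were found in the GENCODE M1 annotation of NCBIM37 (mm9), which gave symbols and positions, counted from 1. The other 782 were kept by ID. The low FPKM values were searched for steps of whole reads, and at most 6 single-exon genes of a library shared a value, so the number of reads was not recovered. Depth is therefore unknown, and no counting interval or floor is given. Genes with near-identical copies or a short RNA are uncertain, since the counting could split their reads.

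Log2(FPKM + 1) was fitted with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend) over all 11 libraries with population as the factor. The fit covered 14708 genes with a FPKM of at least 1 in at least 2 libraries. Called genes had a Benjamini-Hochberg adjusted p under 0.01 in the moderated F test over the 5 populations, an adjusted p under 0.05 in the pairwise contrast of neighboring populations, and at least a 2-fold change. Populations of 2 libraries borrow their spread from the others in this fit. Of 28 gene lists, those of the germ cell genes named in the paper, arterial genes and venous genes come from the paper. The lists cover contractile, blood, endothelial, Notch, germ cell, erythroid, mural, matrix, neural, epithelial, macrophage, megakaryocyte, lymphoid, hepatocyte, inflammatory, MHC, cell cycle, glycolysis, oxidative phosphorylation, ribosome, cholesterol, immediate early, HSC-enriched and fetal genes. They were tested with camera at a correlation of 0.01 and with an estimated one. The latter left 3 of 72 list results, both germ cell lists between Endo and HE and the arterial list between pre-HSCs and FL HSCs. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

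Genes are named by a rule set before the data were examined: those the paper names, the sort markers, per transition the 10 rising and 10 falling genes with the largest changes among those with a mean FPKM of at least 10 and no overlap between libraries, and up to 4 members of each list. Other genes in the text were chosen after their values were seen. Some genes that this rule selects are not reported here. The fit was tested on simulated data for 14708 genes. Between Endo and HE it called 20 of 50 genes changed 2-fold, 49 of 50 changed 4-fold, 48 of 50 changed 8-fold and 49 of 50 changed 16-fold, and 4 unchanged genes. Between HE and pre-HSCs it called 19, 48, 49 and 49 of 50, and 1 unchanged gene. These simulated shares need not hold for the real libraries. In the real fit between Endo and HE, Actc1, Gfi1 and Pou5f1, at log2 fold changes of 2.15, 2.37 and -2.71, were not called. Acta2 and Dppa3, at 2.17 and -2.56, were called. Alternatives were other pseudocounts, no filter, quantile normalization, FPKM scaled to equal totals, an adjusted p under 0.01, no F test step, the replicate number as a block, only the populations compared, each library left out in turn, fry and an estimated correlation for the lists, and, chosen after the counts were seen, an unadjusted p. Acta1, Zfpm1, Tfap2c, Rhox5 and Ahsp were not analysed here, and Foxe3, Adora3 and Il10 were below the filter.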

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

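The test of macrophage RNA was chosen only after the results were seen. Each result here is a signal in a gene list that the paper does not name for that transition, or 1 of 3 patterns weighed against technical explanations. For genes that rise from HE to pre-HSCs the paper does give GO terms of leukocyte differentiation and blood formation.

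Inflammatory genes were higher in pre-HSCs than in HE. The list stayed past the threshold after quantile normalization (camera, adjusted p = 1.31e-15), though with an estimated correlation and no quantile step its adjusted p was 0.205. The quantile value argues against the scaling of the libraries as the whole cause. RNA from macrophages cannot be told apart: 20 of the 22 inflammatory genes called, with Ccl3 and Ccl9 left out, had a median log2 ratio of 1.12 (SE 0.253) between pre-HSC replicates 3 and 2, against the 2.36 (SE 0.358) of 14 macrophage genes, a ratio that a mixture of both sources could give. Csf1r reached 164 FPKM in replicate 3, none of the 19 macrophage genes is on another list, and the pre-HSC gate, which needs CD144, ESAM and Ly6a:GFP, would remove cells without these markers. The HE gate excluded CD45 and CD41 and the pre-HSC gate did not. This difference may add to the macrophage and inflammatory rises and was not tested. An inflammatory response of pre-HSCs stays open as a hypothesis.

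Of 19 contractile genes 17 were higher in HE than in Endo. Between the Endo libraries the contractile list had a median log2 ratio of -0.00338 (19 genes) where the mural and mesenchymal list had 0.67 (15 genes, all above 0). Between the Endo libraries the contractile list thus did not follow the mural and mesenchymal list. The comparison includes no HE library and rests on a single pair, so it cannot decide on such RNA in the HE libraries. Between populations the lists moved together. From Endo to HE the contractile and mural medians were 0.93 and 1.01, and from HE to pre-HSCs -0.87 and -0.98. Mural or mesenchymal RNA as a source of the contractile difference, in part or in full, therefore stays open. After quantile normalization the contractile list stayed past the threshold (camera, adjusted p = 1.73e-16). With an estimated correlation and no quantile step its adjusted p was 0.0851. Mural genes were themselves higher in HE, with Cd248 at 40.5 FPKM in HE replicate 1, and the CD31 gate would remove mural cells, so a contractile program of HE remains a hypothesis.

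Germ cell genes were higher in Endo than in HE. Among 12 tested germ cell genes that the paper does not name, 11 were lower and 1 was higher in HE. Scaling of the libraries was argued against (camera after quantile normalization, adjusted p = 7.64e-13). Dppa3 was at 39.6 FPKM in Endo replicate 1, 2 of the 12 genes on the list are also on another list, and the Endo gate excludes Kit, which germ cells carry. RNA from primordial germ cells and expression of these genes by Endo itself both stay open and were not tested.

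From HE to pre-HSCs the erythroid list had a median log2 fold change of -1.45, with 16 of 24 genes called (camera, adjusted p = 6.13e-11, and adjusted p = 0.169 with an estimated correlation). The macrophage and granulocyte list had 3.94, with 14 of 19 genes called (camera, adjusted p = 2.46e-08, and adjusted p = 0.235 with an estimated correlation). The megakaryocyte and platelet list had 1.04, with 8 of 15 genes called up and 1 called down (camera, adjusted p = 0.000177, and adjusted p = 0.206 with an estimated correlation). From pre-HSCs to FL HSCs the erythroid list had 1.82, with 14 of 24 genes called up and 4 called down (camera, adjusted p = 0.00402, and adjusted p = 0.481 with an estimated correlation). The mural and mesenchymal list was at -1.96, with 13 of 15 genes called (camera, adjusted p = 6.13e-07, and adjusted p = 0.288 with an estimated correlation). Ribosome biogenesis genes were at 1.16, with 19 of 25 genes called (camera, adjusted p = 6.34e-09, and adjusted p = 0.0719 with an estimated correlation). Their number of calls was 11 with FPKM scaled to equal totals. Immediate early and heat shock genes were at -3.70, with 15 of 20 genes called (camera, adjusted p = 5.3e-07, and adjusted p = 0.288 with an estimated correlation). From FL to BM HSCs the erythroid list had -2.38, with 18 of 24 genes called (camera, adjusted p = 1.39e-11, and adjusted p = 0.163 with an estimated correlation). Macrophage and granulocyte genes were at -2.90, with 11 of 19 genes called (camera, adjusted p = 3.59e-09, and adjusted p = 0.206 with an estimated correlation). The number of macrophage calls was 6 without FL replicate 1 or BM replicate 1 and 7 without BM replicate 2. Megakaryocyte and platelet genes were at 1.81, with 10 of 15 genes called (camera, adjusted p = 3.16e-07, and adjusted p = 0.163 with an estimated correlation). The fetal list of the Lin28 axis was at -3.41, with 10 of 12 genes called (camera, adjusted p = 5.18e-14, and adjusted p = 0.0851 with an estimated correlation).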

How the results depend on the processing

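The alternative with an unadjusted p was chosen after the counts were seen. Of 148 gene and transition pairs named, 86 kept their side of the threshold under every alternative set in advance, and no named gene reversed its direction, nor under camera any of the 72 gene list results past the test. The median of the ribosome biogenesis list between Endo and HE turned from -0.11 to 0.00279 with FPKM scaled to equal totals, where camera still put the list lower in HE. Of all comparisons of a named gene with an alternative, 2895 kept their call, 195 lost it and 8 gained it. Of those of a gene list, 1181 kept it and 115 lost it, 69 of them with an estimated correlation, which left 2, 0, 1 and 0 lists in the 4 transitions in order. The Endo to HE count of 19 was 10 with log2(FPKM + 0.1), 31 with no filter, 8 at an adjusted p under 0.01, 11 with the replicate block, 0 with only the populations compared and 336 at an unadjusted p. Genes up numbered 14 with no filter, 5 after quantile normalization, 3 at an adjusted p under 0.01, 4 with the block, 0 with only the populations compared and 292 at an unadjusted p. Genes down numbered 0 with log2(FPKM + 0.1), 6 with log2(FPKM + 0.5), 17 with no filter, 7 with FPKM scaled to equal totals, 5 at an adjusted p under 0.01, 7 with the block, 0 with only the populations compared and 44 at an unadjusted p. Without 1 library the count ranged from 1 to 25, with 0 to 17 up and 0 to 15 down. Without 1 library the HE to pre-HSC count ranged from 983 to 1772, with 622 to 1131 up and 361 to 641 down, and the FL to BM HSC count from 981 to 2031, with 363 to 850 down. From FL to BM HSCs limma called 0 genes, 0 up and 0 down, with only the populations compared, a fit with fewer libraries to estimate the spread. Apart from that the cause was not tested.

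The replicate block tested replicate numbers as shared. Deviations of same-numbered libraries correlated between -0.155 and 0.156, with 0.115 between Endo and HE, so whether the numbers pair libraries stays open. The expressed genes averaged 13734 at a FPKM of 0.5, 11242 at 2 and 11794 with every library at 1. Pearson's r of replicates on FPKM as deposited and over genes at a FPKM of 1 in at least 2 libraries was 0.979 and 0.978 for Endo 1 and 2, 0.979 and 0.971 for HE 1 and 2, 0.775 and 0.968 for pre-HSC 1 and 2, 0.970 and 0.965 for pre-HSC 1 and 3, 0.772 and 0.958 for pre-HSC 2 and 3, 0.968 and 0.960 for FL HSC 1 and 2, 0.967 and 0.962 for BM HSC 1 and 2. Scaling to equal totals moved the median log2 fold change of all genes from 0.09 to 0.24 between HE and pre-HSCs and from 0.11 to -0.09 between pre-HSCs and FL HSCs. Depth is unknown, so which low values it limits cannot be given.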

Differences from the paper's values

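At FDR under 0.05 and 2-fold, as the paper's methods state (its Fig. 2A legend gives FDR under 0.01, where 8 genes were called here), the paper reports 298 genes between Endo and HE, 268 up and 30 down, against 19, 8 and 11 here. No alternative set before the data were examined came within the paper's values, and they ranged from 0 to 31 in all, 0 to 17 up and 0 to 17 down. At an unadjusted p under 0.05, chosen after seeing the values, 292 genes were up and 44 down. That setting calls 178 of the paper's 268 genes up and 22 of its 30 down, and drops 90 and 8. Of the 258 genes up in the paper that were tested here 256 were higher in HE, and of the 28 down 28 were lower. Since the paper chose them on the same libraries, the shared direction is not independent evidence.

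For Gfi1 the paper's log2 fold change is 4.26 and the value here is 2.37, and 1.87 to 3.61 over the alternatives, none of which reached the paper's. For Runx1 the paper's log2 fold change is 2.27 and the value here is 1.24, and 1.14 to 1.85 over the alternatives, none of which reached it. For Sfpi1 the paper's log2 fold change is 2.06 and the value here is 1.23, and only log2(FPKM + 0.1), at 1.87, came within it. For Ptprc the paper's log2 fold change is 7.06 and the value here is 3.37, and 3.19 to 5.85 over the alternatives, none of which reached it. For Dock2 the paper's log2 fold change is 5.22 and the value here is 3.04, and 2.90 to 4.72, with none within. For Neurl3 the paper's log2 fold change is 2.91 and the value here is 2.63, and log2(FPKM + 0.1) at 2.87, log2(FPKM + 0.5) at 2.76, FPKM scaled to equal totals at 2.88 and the fit without pre-HSC replicate 1 at 2.80 came within it while the others did not. For Spn the paper's log2 fold change is 3.80 and the value here is 2.67, and only log2(FPKM + 0.1), at 3.65, came within it. For Myb the paper's log2 fold change is 4.41 and the value here is 3.38, and only log2(FPKM + 0.1), at 4.46, came within it. These fold changes are on the log2(FPKM + 1) scale, which lowers those of genes at low FPKM. As the log2 ratio of mean FPKM, a scale without a test that was added after the values were seen and makes and drops no calls, they were 3.99 for Gfi1, 1.97 for Runx1, 2.08 for Sfpi1, 7.05 for Ptprc, 5.18 for Dock2, 2.92 for Neurl3, 3.82 for Spn and 4.36 for Myb. All but Runx1 then lay within 1 SE (that of the log2(FPKM + 1) fit) of the paper's value.

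The paper states that most genes differing between Endo and HE are up in HE, where 8 of 19 were up here. More were up than down with log2(FPKM + 0.1) (10 and 0), with log2(FPKM + 0.5) (7 and 6), without Endo replicate 1 (1 and 0), without Endo replicate 2 (17 and 7) and at an unadjusted p. The paper lists Actc1, Gfi1, Sfpi1 and Pou5f1 among these genes, and none of the 4 was called here, while Acta2, Tagln, Runx1 and Dppa3 were. Actc1 was called without pre-HSC replicate 1, Pou5f1 without pre-HSC replicate 3 and with the replicate block, and all 4 at an unadjusted p. The paper shows Eif2ak2 as an FL HSC example, and its mean FPKM was highest in BM HSCs here, with 20.3 and 18 against 11.1 and 13.1 in the FL libraries.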

Other observations

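Of 12 fetal genes of the Lin28 axis 10 fell between FL and BM HSCs (camera, adjusted p = 5.18e-14, and adjusted p = 0.0851 with an estimated correlation). Hmga2, a chromatin protein of fetal HSC self-renewal, was at 111 ± 13.2 (SD, n = 3) FPKM in pre-HSCs, 96.5 ± 21.1 (SD, n = 2) in FL HSCs and 3.63 ± 0.452 (SD, n = 2) in BM HSCs, with a log2 fold change of -4.38 (SE 0.19, limma's adjusted p = 1.75e-06). Lin28b, which blocks let-7 maturation, fell with a log2 fold change of -2.90 (SE 0.29, limma's adjusted p = 0.00024), and Igf2bp3, a fetal RNA-binding protein, with a log2 fold change of -3.92 (SE 0.16, limma's adjusted p = 1.11e-06). The imprinted genes H19 and Igf2 fell in both of the last transitions, with H19 at 448 and 602 FPKM in the FL libraries and 6.59 and 5.64 in BM, and Igf2 at 56.5 and 89 and 1.89 and 2.58. Dlk1, a Notch ligand relative, was at 101 and 84.4 and 2.19 and 2.46 FPKM.

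Fos, an immediate early and stress-responsive factor, was at 140.2, 96.5 and 177 FPKM in the pre-HSC libraries, 0.213 and 0.741 in FL and 389.7 and 36 in BM. Egr1, also an immediate early factor, was at 60.9, 44.7 and 60.6, 2.04 and 2.55 and 133 and 12.9. From FL to BM HSCs 9 of 20 genes of the immediate early and heat shock list rose, with a median log2 fold change of 1.63 (camera, adjusted p = 5.74e-05, and adjusted p = 0.406 with an estimated correlation), 5 without FL replicate 1 and 15 without BM replicate 2. Of 8 hepatocyte genes, which the fetal liver could bring, 2 fell (0 when adjusted over the list alone). The camera adjusted p of this list was 0.0287, and 0.535 with an estimated correlation. Alb was at 10.8 and 2.7 FPKM in the FL libraries and 0.0135 and 0.026 in BM. The count of 2 was 0 without either Endo library, pre-HSC replicate 1, FL replicate 1 or either BM library, and 1 without either HE library or pre-HSC replicate 2 or 3, and 1 with quantile normalization. The list's adjusted p was 0.213 without FL replicate 1 and 0.0527 without BM replicate 1.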
